# Intergenerational adaptations to stress are evolutionarily conserved, stress-specific, and have deleterious trade-offs

**DOI:** 10.7554/eLife.73425

**Published:** 2021-10-08

**Authors:** Nicholas O Burton, Alexandra Willis, Kinsey Fisher, Fabian Braukmann, Jonathan Price, Lewis Stevens, L Ryan Baugh, Aaron Reinke, Eric A Miska

**Keywords:** transgenerational, *P. vranovensis*, osmotic stress, nutrient stress, *N. parisii* infection, intergenerational, *C. elegans*

## Abstract

Despite reports of parental exposure to stress promoting physiological adaptations in progeny in diverse organisms, there remains considerable debate over the significance and evolutionary conservation of such multigenerational effects. Here, we investigate four independent models of intergenerational adaptations to stress in *Caenorhabditis elegans* – bacterial infection, eukaryotic infection, osmotic stress, and nutrient stress – across multiple species. We found that all four intergenerational physiological adaptations are conserved in at least one other species, that they are stress -specific, and that they have deleterious tradeoffs in mismatched environments. By profiling the effects of parental bacterial infection and osmotic stress exposure on progeny gene expression across species, we established a core set of 587 genes that exhibited a greater than twofold intergenerational change in expression in response to stress in *C. elegans* and at least one other species, as well as a set of 37 highly conserved genes that exhibited a greater than twofold intergenerational change in expression in all four species tested. Furthermore, we provide evidence suggesting that presumed adaptive and deleterious intergenerational effects are molecularly related at the gene expression level. Lastly, we found that none of the effects we detected of these stresses on *C. elegans* F1 progeny gene expression persisted transgenerationally three generations after stress exposure. We conclude that intergenerational responses to stress play a substantial and evolutionarily conserved role in regulating animal physiology and that the vast majority of the effects of parental stress on progeny gene expression are reversible and not maintained transgenerationally.

## Introduction

Multigenerational effects of a parent’s environment on progeny have been reported to contribute to numerous organismal phenotypes and pathologies in species ranging from plants to mammals (Agrawal et al., 1999; Bozler et al., 2019; Burton et al., 2020; Burton et al., 2017; Dantzer et al., 2013; Dias and Ressler, 2014; Hibshman et al., 2016; Houri-Zeevi et al., 2020; Jordan et al., 2019; Kaletsky et al., 2020; Kishimoto et al., 2017; Klosin et al., 2017; Luna et al., 2012; Ma et al., 2019; Moore et al., 2019; Öst et al., 2014; Palominos et al., 2017; Posner et al., 2019; Veenendaal et al., 2013; Vellichirammal et al., 2017; Webster et al., 2018; Wibowo et al., 2016; Willis et al., 2021). These effects on progeny include many notable observations of intergenerational (lasting 1–2 generations) adaptive changes in phenotypically plastic traits such as the development of wings in pea aphids (Vellichirammal et al., 2017), helmet formation in *Daphnia* (Agrawal et al., 1999), accelerated growth rate in red squirrels (Dantzer et al., 2013), and physiological adaptations to osmotic stress and pathogen infection in both *Arabidopsis* (Luna et al., 2012; Wibowo et al., 2016) and *Caenorhabditis elegans* (Burton et al., 2020; Burton et al., 2017). These intergenerational adaptive changes in development and physiology, which include effects that are sometimes interchangeably described as parental effects, can lead to substantial increases in organismal survival, with up to 50-fold increases in the survival of offspring from stressed parents being reported when compared to the offspring from naive parents (Burton et al., 2020). While many of the most studied intergenerational effects of a parent’s environment on offspring have been identified in plants and invertebrates, intergenerational effects have also been reported in mammals (Dantzer et al., 2013; Dias and Ressler, 2014). Similar to findings in plants and invertebrates, some observations of intergenerational effects in mammals have been found to be physiologically adaptive (Dantzer et al., 2013), but many others, such as observations of fetal programming in humans (de Gusmão Correia et al., 2012; Langley-Evans, 2006; Schulz, 2010) and studies of the Dutch Hunger Winter (Veenendaal et al., 2013), have been reported to be deleterious. Nonetheless, even for these presumed deleterious intergenerational effects, it has been hypothesized that under different conditions the intergenerational effects of fetal programming, such as the effects caused by the Dutch Hunger Winter, might be considered physiologically adaptive (Hales and Barker, 2001; Hales and Barker, 1992).

If intergenerational responses to environmental stresses represent evolutionarily conserved processes, if they are general or stress-specific effects, and whether adaptive and deleterious intergenerational effects are molecularly related remains unknown. Furthermore, multiple different studies have recently reported that some environmental stresses elicit changes in progeny physiology and gene expression that persist for three or more generations, also known as transgenerational effects (Kaletsky et al., 2020; Klosin et al., 2017; Ma et al., 2019; Moore et al., 2019; Posner et al., 2019; Webster et al., 2018). However, if intergenerational effects (lasting 1–2 generations) and transgenerational effects (lasting 3+ generations) represent related or largely separable phenomena remains unclear. Answering these questions is critically important not only in understanding the role that multigenerational effects play in evolution, but also in understanding how such effects might contribute to multiple human pathologies that have been linked to the effects of a parent’s environment on offspring, such as Type 2 diabetes and cardiovascular disease (Langley-Evans, 2006).

Here, we investigated the evolutionary conservation, stress specificity, and potential tradeoffs of four independent models of intergenerational adaptations to stress in *C. elegans –* bacterial infection, eukaryotic infection, nutrient stress, and osmotic stress. We found that all four models of intergenerational adaptive effects are conserved in at least one other species, but that all exhibited a different pattern of evolutionary conservation. Each intergenerational adaptive effect was stress -specific and multiple intergenerational adaptive effects exhibited deleterious tradeoffs in mismatched environments or environments where multiple stresses were present simultaneously. By profiling the effects of multiple different stresses on offspring gene expression across species we identified a set of 37 genes that exhibited intergenerational changes in gene expression in response to stress in all species tested. In addition, we found that an inversion in the expression of a key gene involved in the intergenerational response to bacterial infection, *rhy-1*, from increased expression to decreased expression in the offspring of stressed parents, correlates with an inversion of an adaptive intergenerational response to bacterial infection in *C. elegans* and *C. kamaaina* to a deleterious intergenerational effect in *C. briggsae*. Lastly, we report that none of the effects of multiple different stresses on F1 gene expression that we detected here persisted transgenerationally into F3 progeny in *C. elegans*. Our findings demonstrate that intergenerational adaptive responses to stress are evolutionarily conserved, stress -specific, and are predominantly not maintained transgenerationally. In addition, our findings suggest that the mechanisms that mediate intergenerational adaptive responses in some species might be related to the mechanisms that mediate intergenerational deleterious effects in other species.

## Results

### Intergenerational adaptations to stress are evolutionarily conserved

To test if any of the intergenerational adaptations to stress that have been reported in *C. elegans* are evolutionarily conserved in other species we focused on four recently described intergenerational adaptations to abiotic and biotic stresses – osmotic stress (Burton et al., 2017), nutrient stress (Hibshman et al., 2016; Jordan et al., 2019), *Pseudomonas vranonvensis* infection (bacterial) (Burton et al., 2020), and *Nematocida parisii* infection (eukaryotic – microsporidia) (Willis et al., 2021). All of these stresses are exclusively intergenerational and did not persist beyond two generations in any experimental setup previously analyzed (Burton et al., 2017; Burton et al., 2020; Willis et al., 2021). We tested if these four intergenerational adaptive responses were conserved in four different species of *Caenorhabditis* (*C. briggsae*, *C. elegans*, *C. kamaaina*, and *C. tropicalis*) that shared a last common ancestor approximately 30 million years ago and have diverged to the point of having approximately 0.05 substitutions per site at the nucleotide level (Figure 1A; Cutter, 2008). These species were chosen because they represent multiple independent branches of the *Elegans* group (Figure 1A) and because we could probe the conservation of underlying mechanisms using established genetics approaches.

**Figure 1.**
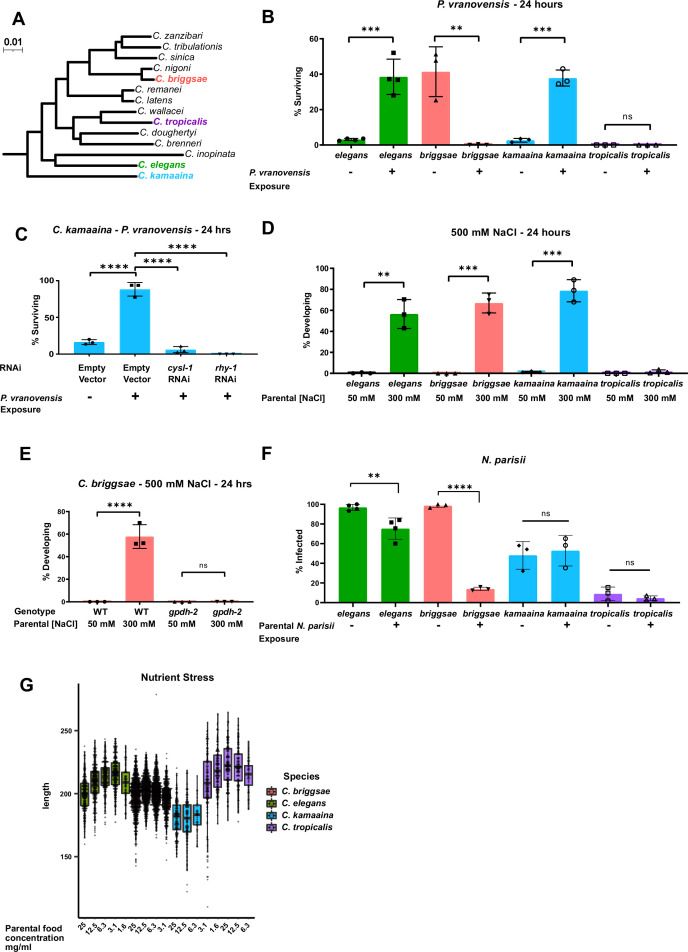
Intergenerational adaptations to multiple stresses are evolutionarily conserved in multiple species of *Caenorhabditis*. (**A**) Phylogenetic tree of the *Elegans* group of *Caenorhabditis* species adapted from Stevens et al., 2020. Scale represents substitutions per site. (**B**) Percent of wild-type *C. elegans* (**N2**), *C. kamaaina* (QG122), *C. briggsae* (AF16), and *C. tropicalis* (JU1373) animals surviving after 24 hr on plates seeded with *P. vranovensis* BIGb0446. Data presented as mean values ± s.d. *n* = 3–4 experiments of >100 animals. (**C**) Percent of *C. kamaaina* wild-type (QG122) animals surviving after 24 hr of exposure to *P. vranovensis*. Data presented as mean values ± s.d. *n* = 3 experiments of >100 animals. (**D**) Percent of wild-type animals mobile and developing at 500 mM NaCl after 24 hr. Data presented as mean values ± s.d. *n* = 3 experiments of >100 animals. (**E**) Percent of wild-type and *Cbr-gpdh-2*(*syb2973*) mutant *C. briggsae* (AF16) mobile and developing after 24 hr at 500 mM NaCl. Data presented as mean values ± s.d. *n* = 3 experiments of >100 animals. (**F**) Percent of animals exhibiting detectable infection by *N. parisii* as determined by DY96 staining after 72 hr for *C. elegans* and *C. briggsae*, or 96 hr for *C. kamaaina* and *C. tropicalis*. Data presented as mean values ± s.e.m. *n* = 3–4 experiments of 83–202 animals. (**G**) Boxplots for length of L1 progeny from P0 parents that were subject to the HB101 dose series. Larvae were measured using Wormsizer. Boxplots show median length with four quartiles. *n* = 3–8 experiments of 50–200 animals. **p < 0.01, ***p < 0.0001, ****p < 0.0001. Figure 1—source data 1.Statistics source data for Figure 1.

**Figure 1—figure supplement 1.**
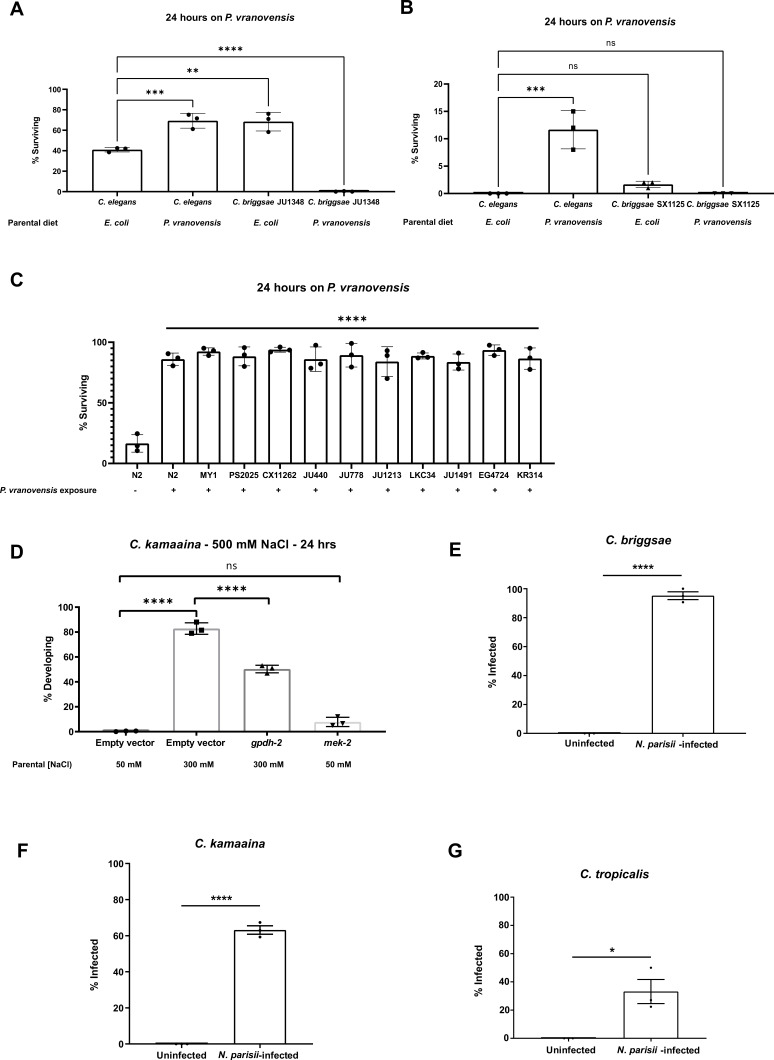
Intergenerational responses to environmental stress are conserved in wild isolates of *Caenorhabditis* species. (**A**) Percent of wild-type *C. elegans* (**N2**) and *C. briggsae* (JU1348) animals surviving after 24 hr on plates seeded with *P. vranovensis* BIGb0446. Data presented as mean values ± s.d. *n* = 3 experiments of >100 animals. (**B**) Percent of wild-type *C. elegans* (**N2**) and *C. briggsae* (SX1125) animals surviving after 24 hr on plates seeded with *P. vranovensis* BIGb0446. Data presented as mean values ± s.d. *n* = 3 experiments of >100 animals. (**C**) Percent of wild-type *C. elegans* isolates surviving after 24 hr on plates seeded with *P. vranovensis* BIGb0446. Data presented as mean values ± s.d. *n* = 3 experiments of >100 animals. (**D**) Percent of wild-type *C. kamaaina* animals mobile and developing at 500 mM NaCl after 24 hr. Data presented as mean values ± s.d. *n* = 3 experiments of >100 animals. (**E–G**) Percent of animals exhibiting detectable infection by *N. parisii* as determined by DY96 staining after 72 hr for *C. elegans* and *C. briggsae*, or 96 hr for *C. kamaaina* and *C. tropicalis*. Data presented as mean values ± s.e.m. *n* = 3 experiments of 68–115 animals (E), 27–102 animals (F), and 38–104 animals ( G). * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001.

We exposed parents of all four species to *P. vranovensis* and subsequently studied their offspring’s survival rate in response to future *P. vranovensis* exposure. We found that parental exposure to the bacterial pathogen *P. vranovensis* protected offspring from future infection in both *C. elegans* and *C. kamaaina* (Figure 1B) and that this adaptive intergenerational effect in *C. kamaaina* required the same stress response genes (*cysl-1* and *rhy-1*) as previously reported for *C. elegans* (Burton et al., 2020; Figure 1C), indicating that these animals intergenerationally adapt to infection via a similar and potentially conserved mechanism. By contrast, we found that naive *C. briggsae* animals were more resistant to *P. vranovensis* than any of the other species tested, but exposure of *C. briggsae* parents to *P. vranovensis* caused greater than 99% of offspring to die upon future exposure to *P. vranovensis* (Figure 1B). We confirmed that parental *P. vranovensis* exposure resulted in an adaptive intergenerational effect for *C. elegans* but a deleterious intergenerational effect for *C. briggsae* by testing multiple additional wild isolates of both species (Figure 1—figure supplement 1A-C). Parental exposure to *P. vranovensis* had no observable effect on offspring response to infection in *C. tropicalis* (Figure 1B). We conclude that parental exposure to *P. vranovensis* causes substantial changes in offspring susceptibility to future *P. vranovensis* exposure in multiple species, but whether those effects are protective or deleterious for offspring is species-dependent.

Using a similar approach to investigate intergenerational adaptive responses to other stresses, we found that parental exposure to mild osmotic stress protected offspring from future osmotic stress in *C. elegans, C. briggsae*, and *C. kamaaina,* but again not in *C. tropicalis* (Figure 1D). This intergenerational adaptation to osmotic stress in *C. briggsae* and *C. kamaaina* required the glycerol-3-phosphate dehydrogenase *gpdh-2* (Figure 1E and Figure 1—figure supplement 1D), similar to previous observations for *C. elegans* (Burton et al., 2017) and indicating that these adaptations are regulated by similar and likely evolutionarily conserved mechanisms.

We then sought to test if intergenerational resistance to infection by the eukaryotic pathogen *N. parisii* is similarly conserved in *Caenorhabditis* species. *N. parisii* is a common natural pathogen of both *C. elegans* and *C. briggsae* (Zhang et al., 2016). Here, we show that *N. parisii* can also infect *C. kamaaina* and *C. tropicalis* (Figure 1—figure supplement 1E-G). By investigating the effects of parental *N. parisii* infection on offspring across species, we found that parental exposure of *C. elegans* and *C. briggsae* to *N. parisii* protected offspring from future infection (Figure 1F). By contrast, parental exposure of *C. kamaaina* and *C. tropicalis* to *N. parisii* had no observable effect on offspring infection rate (Figure 1F).

Lastly, we investigated the intergenerational effects of nutrient stress on offspring. We found that parental nutrient stress by food deprivation resulted in larger offspring in both *C. elegans* and *C. tropicalis*, which is predicted to be adaptive (Hibshman et al., 2016), but had minimal effects on offspring size in *C. briggsae* and *C. kamaaina* (Figure 1G). Collectively, our findings indicate that all four reported intergenerational adaptive effects in *C. elegans* are conserved in at least one other species but all four show a different pattern of conservation, which is consistent with each response being regulated by distinct molecular mechanisms (Burton et al., 2020; Burton et al., 2017; Hibshman et al., 2016; Jordan et al., 2019; Willis et al., 2021).

### Parental exposure to environmental stresses leads to common and stress-specific gene expression changes in offspring across species

Of the four intergenerational models investigated here, parental exposure of *C. elegans* to osmotic stress and *P. vranovensis* infection were previously reported to cause substantial changes in offspring gene expression, including the increased expression of genes that are required for the observed intergenerational adaptations (Burton et al., 2020; Burton et al., 2017). These effects of parental stress exposure on offspring gene expression resemble a subset of the transcriptional stress response observed in parental animals and could potentially prime offspring to respond to the same stress (Burton et al., 2020). Here, we exposed *C. elegans*, *C. briggsae*, *C. kamaaina*, and *C. tropicalis* to either osmotic stress or *P. vranovensis* infection and subsequently performed RNA-seq on offspring to test: (1) if the specific heritable changes in gene expression in response to each of these stresses are conserved across species and (2) if any changes in gene expression correlate with the phenotypic differences in intergenerational responses to stress we observed in the different species. This analysis allowed us to compare the effects of parental stress on offspring gene expression of 7587 single-copy orthologs that are conserved across all four species (Supplementary file 1).

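Poly(A) RNA of F1 embryos was sequenced from 4 species: *C. elegans* N2, *C. briggsae* AF16, *C. kamaaina* QG122 and *C. tropicalis* JU1373. Their parents had spent 24 h at 22 °C on *E. coli* HB101, on HB101 with 300 mM NaCl, or on *P. vranovensis*. The control plates held 50 mM NaCl. The sample labels name the *P. vranovensis* isolate BIGb427 for *C. elegans* and BIGb446 for the other 3 species, while the paper names BIGb0446 for this experiment, so by the labels a difference between *C. elegans* and another species after *P. vranovensis* is also one between isolates. Each group had 3 libraries, and the paper states that its replicates were cultured and collected separately. The authors counted fragments per gene over exons with featureCounts and divided a fragment with several alignments among its genes, so 60.8% of *C. elegans* genes had a fractional count in at least 1 library. These counts were rounded to whole numbers here. Total counts per library ran from 23357356 to 24217012 in *C. elegans*, 22355191 to 22578144 in *C. briggsae*, 17870881 to 18817685 in *C. kamaaina* and 19241467 to 19603829 in *C. tropicalis*. Each species was fitted on its own with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over all genes tested. A gene was called differentially expressed at an adjusted p under 0.01 with a change of more than 2-fold. In *C. elegans* the control values that the paper's tables print belong to 3 HB101 libraries (FBS31, FBS32 and FBS33) of the library series FBS, which also holds the *P. vranovensis* libraries. The *C. elegans* NaCl libraries belong to another series (FB380_2) with 3 HB101 libraries of its own. All F1 embryo libraries of the other 3 species are of series FB380_2 too. After *P. vranovensis*, *C. elegans* therefore differs from them in library series as well as in species and labelled isolate. *C. elegans* values below use the controls of the paper's tables, and the main NaCl results are also given against the controls of the same library series.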

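Of the 7587 groups of single-copy orthologs, 2383 are listed with their gene names in the copy of Supplementary file 1 available here. Further genes were joined by matching the per-library values printed in Supplementary files 2 and 3 to the deposited counts. In the *C. kamaaina* and *C. tropicalis* columns of Supplementary file 2, 309 of 309 and 311 of 311 joined genes that are also listed were the listed gene. *C. briggsae* genes could be named only by such a match, in 987 groups. In all, 974 groups had a named gene in each of the 4 species, and counts of shared genes below are out of these 974. They come from the part of each table that was available and are not a random sample, so no enrichment was computed from them. The *C. briggsae* gene of *rhy-1* and the *C. kamaaina* gene of *hphd-1* are not among the joined genes and were not analysed here by name.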

Consistent with previous observations in *C. elegans*, we found that parental exposure to *P. vranovensis* resulted in substantial changes in offspring gene expression in all four species we investigated (Figure 2 and Supplementary file 2). 

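In *C. elegans*, detoxification genes rose in the offspring of parents exposed to *P. vranovensis*. Of 42 glutathione S-transferases tested, 26 were higher and 2 lower at an adjusted p under 0.01 from edgeR (29 and 2 when adjusted over the list alone). Of 61 cytochromes P450, 36 were higher and 9 lower, and of 60 UDP-glucuronosyltransferases 29 were higher and none lower (the same counts when adjusted over the list alone). The glutathione S-transferase *gst-35* (WBGene00001783; chromosome II, 15183801 to 15185389 in WBcel235) rose from 60.4 ± 21.5 to 28900 ± 2670 normalized counts (SD, n = 3). This was a log2 fold change of 8.90 (standard error 0.59, adjusted p = 2.2e-10 from edgeR). *ugt-21* rose by 5.17 (standard error 0.16) and *cyp-14A5* by 4.26 (standard error 0.22) on the same scale. The cytochrome P450 gene *cyp-35B2* went from 0.611 to 2270 ± 309 normalized counts. Of 12 epidermal antimicrobial peptides 8 were higher and none lower, among them *cnc-4* (42.6 to 497 counts), and of 25 infection response effectors 13 were higher and 1 lower. Other immune families went both ways, with 23 of 95 C-type lectins higher and 10 lower and 3 of 9 lysozymes higher and 3 lower (24 and 12, and 3 and 3, when adjusted over the list alone). With an estimated correlation the camera adjusted p of these families in this order was 0.21, 0.21, 0.36 and 0.83. Of 45 transthyretin-like genes 20 were higher and none lower, and of 214 nuclear hormone receptors 70 were higher and 6 lower (71 and 6 when adjusted over the list alone). Of 14 genes of the glycerol and osmotic stress response, 9 were higher and none lower. Among 7 genes of the propionate shunt, which breaks down propionate without vitamin B12, 5 were lower and none higher. Of 69 histone genes 26 were lower and 3 higher, and of 26 transcripts of oocytes and early embryos 25 were lower and 1 higher. Adjusted over each list alone, the counts of the antimicrobial peptide, infection effector, transthyretin-like, osmotic, propionate, histone and maternal lists were the same. Limma's camera test with its preset correlation passed for each of these lists, with adjusted p from 5.4e-21 (glutathione S-transferases) to 0.0038 (propionate shunt). With an estimated correlation only the cytochromes P450 passed at the 0.01 level (adjusted p = 0.0071), with 0.014 for the UDP-glucuronosyltransferases, 0.064 for the glutathione S-transferases and the maternal transcripts, 0.14 for the osmotic list, 0.17 for the propionate shunt, 0.21 for the immune lists and nuclear hormone receptors, and 0.53 and 0.54 for the histones and transthyretin-like genes. Leaving out the control FBS32 left 13 transthyretin-like genes, 40 nuclear hormone receptors and 3 propionate shunt genes that passed, and leaving out the *P. vranovensis* library FBS39 left 37 nuclear hormone receptors and 4 osmotic genes. Histones that were lower numbered 17 without FBS31 and 53 without FBS33. Paralogs in these families can share reads.

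**Figure D1:**
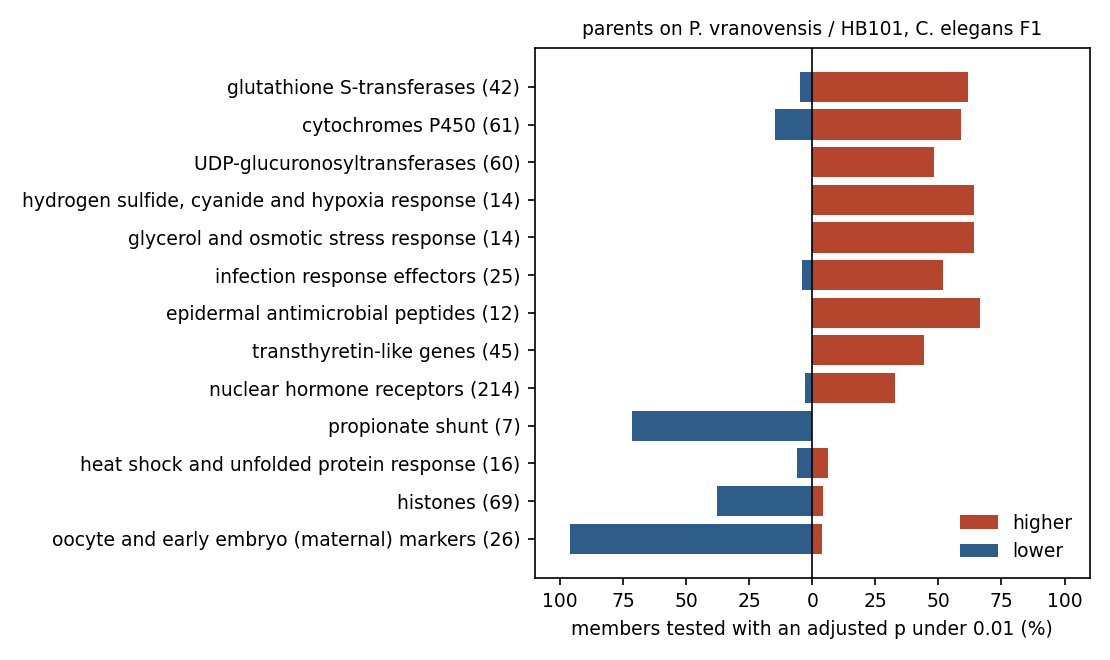
Share of the tested members of 13 gene lists (number tested in parentheses) that were higher or lower in *C. elegans* F1 embryos after parental exposure to *P. vranovensis*, at an adjusted p under 0.01 from edgeR (n = 3 libraries per group). Bars to the right give members that were higher, such as 26 of 42 glutathione S-transferases, and bars to the left members that were lower, such as 25 of 26 maternal transcripts.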

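Over all genes tested, 2165 of 16560 were called in *C. elegans* (1133 higher, 1032 lower), 3531 of 15637 in *C. briggsae* (2505 and 1026), 453 of 13509 in *C. kamaaina* (364 and 89) and 5650 of 16459 in *C. tropicalis* (3066 and 2584). In *C. tropicalis* the largest rises among genes with a joined *C. elegans* ortholog included the tyrosinase gene *tyr-1* (32.5 ± 10.6 to 1980 ± 288 normalized counts) and the desaturase gene *fat-6* (42.6 ± 12.1 to 1860 ± 360). The germline regulators *gld-1* and *mex-3* fell there by 3.81 (standard error 0.23) and 3.23 (standard error 0.18) on the log2 scale. In *C. kamaaina* the C-type lectin gene *clec-265* rose by 2.08 (standard error 0.16) and the cytochrome P450 gene *cyp-37A1* by 1.48 (standard error 0.17). In *C. briggsae* the transthyretin-like gene *ttr-18* rose by 3.62 (standard error 0.32), and *mlt-10*, a gene named for its molting defect, fell from 3570 ± 456 to 201 ± 21.3 normalized counts.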

Of the 7587 single-copy orthologs shared between the four species, we identified 367 genes that exhibited a greater than twofold change in expression in the offspring of infected animals in *C. elegans* (*padj* <0.01) and at least one other species (Figure 2D and Supplementary file 2). Furthermore, we found that 35 genes exhibited a greater than twofold change in expression (*padj* <0.01) in the offspring of parents exposed to *P. vranovensis* in all four species (Figure 2D and Table 1). These data indicate that parental exposure to the bacterial pathogen *P. vranovensis* leads to changes in offspring gene expression at a common set of stress–response genes in diverse species of *Caenorhabditis*.

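Of the 974 ortholog groups, 66 were called in *C. elegans* after parental exposure to *P. vranovensis* (39 higher, 27 lower), and 47 of them were also called in at least 1 other species. The overlap was 43 groups with *C. tropicalis*, 21 with *C. briggsae* and 9 with *C. kamaaina*. Directions were shared by all 9 with *C. kamaaina*, 30 of 43 with *C. tropicalis* and 12 of 21 with *C. briggsae*. *cyp-32B1*, which encodes a cytochrome P450 and has no joined *C. briggsae* gene, was called higher in *C. elegans* (148 to 397 normalized counts), *C. kamaaina* (5.68 to 20.8) and *C. tropicalis* (4.37 to 2210). The patched-related gene *ptr-8* was higher in *C. elegans*, *C. kamaaina* and *C. tropicalis*, with log2 fold changes of 1.49, 1.42 and 5.89. Fold changes correlated across groups by 0.62 between *C. elegans* and *C. kamaaina*, 0.28 with *C. tropicalis* and 0.07 with *C. briggsae*. Genes are not independent replicates, so no p is given.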

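Of the 974 ortholog groups, 6 were called in all 4 species, and all 6 were higher in each: *gst-33*, *srr-6*, *C05B5.8*, *C08E8.4*, *C11G10.1* and *C18A11.1*. The paper lists each of these but *C05B5.8* as changed in all 4 species. The glutathione S-transferase *gst-33* rose from 8.39 ± 3.14 to 122 ± 21.3 normalized counts in *C. elegans*, 10.9 ± 1.3 to 84.8 ± 8.19 in *C. briggsae*, 71.5 ± 3.65 to 568 ± 48.3 in *C. kamaaina* and 54.1 to 2130 ± 138 in *C. tropicalis* (SD, n = 3). Its log2 fold changes were 3.83, 2.94, 2.99 and 5.30, with adjusted p of 6.7e-07, 1.9e-06, 2.1e-09 and 2.7e-10 from edgeR. The rise of *gst-33* in *C. tropicalis* was larger than in *C. elegans* by 1.40 on the log2 scale (standard error 0.31, interaction adjusted p = 0.00054 from edgeR), while *C. briggsae* and *C. kamaaina* gave interaction adjusted p of 0.062 and 0.049. These interactions hold the differences between the labelled isolates and between library series as well as that between species. *C18A11.1* had log2 fold changes of 1.47, 3.28, 1.42 and 2.91 in the same order of species, and *C08E8.4* had 1.52, 2.86, 1.95 and 4.81. Without the *C. kamaaina* HB101 replicate S17, 3 groups were called in all 4 species, and *srr-6* lost its *C. kamaaina* call without S17, S18, S22, S23 or S24 (adjusted p from edgeR of 0.041, 0.024, 0.033, 0.011 and 0.018). From genes changed in every species, the paper concludes that the infection alters a common set of stress-response genes.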

**Figure 2.**
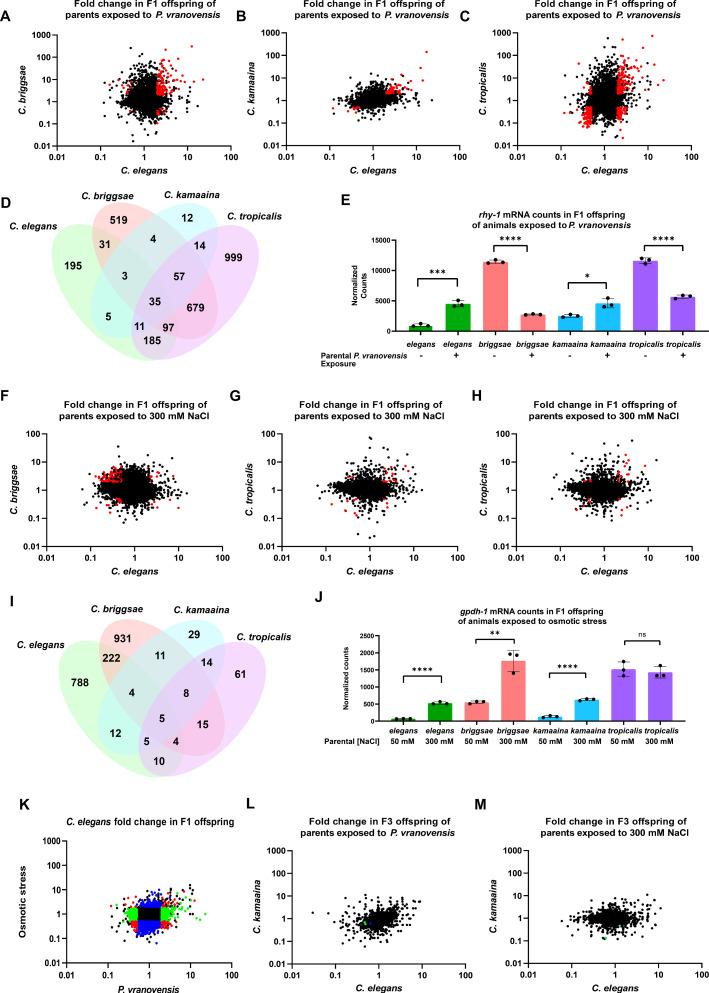
Parental exposure to *P*. *vranovensis* and osmotic stress have overlapping effects on offspring gene expression across multiple species. (**A**) Average fold change of 7587 single-copy ortholog genes in F1 progeny of *C. elegans* and *C. briggsae* parents fed *P. vranovensis* BIGb0446 when compared to parents fed *E. coli* HB101. Average fold change from three replicates. Red dots represent genes that exhibit >twofold (*padj* <0.01) changes in expression in both species. (**B**) Average fold change of 7587 single-copy ortholog genes in F1 progeny of *C. elegans* and *C. kamaaina* parents fed *P. vranovensis* BIGb0446 when compared to parents fed *E. coli* HB101. Average fold change from three replicates. Red dots represent genes that exhibit >twofold (*padj* <0.01) changes in expression in both species. (**C**) Average fold change of 7587 single-copy ortholog genes in F1 progeny of *C. elegans* and *C. tropicalis* parents fed *P. vranovensis* BIGb0446 when compared to parents fed *E. coli* HB101. Average fold change from three replicates. Red dots represent genes that exhibit > twofold (*padj* <0.01) changes in expression in both species (**D**) Venn diagram of the number of genes that exhibit overlapping >2 fold (*padj* <0.01) changes in expression in F1 progeny of animals exposed to *P. vranovensis* BIGb0446 in each species. (**E**) Normalized counts of reads matching orthologs of *rhy-1* in the F1 offspring of parents fed either *E. coli* HB101 or *P. vranovensis* BIGb0446. Data from Supplementary file 2. *n* = 3 replicates. (**F**) Average fold change of 7587 single-copy ortholog genes in F1 progeny of *C. elegans* and *C. briggsae* parents grown at 300 mM NaCl when compared to parents grown at 50 mM NaCl. Average fold change from three replicates. Red dots represent genes that exhibit >twofold (*padj* <0.01) changes in expression in both species. (**G**) Average fold change of 7587 single-copy ortholog genes in F1 progeny of *C. elegans* and *C. kamaaina* parents grown at 300 mM NaCl when compared to parents grown at 50 mM NaCl. Average fold change from three replicates. Red dots represent genes that exhibit >twofold (*padj* <0.01) changes in expression in both species in both species. (**H**) Average fold change of 7587 single-copy ortholog genes in F1 progeny of *C. elegans* and *C. tropicalis* parents grown at 300 mM NaCl when compared to parents grown at 50 mM NaCl. Average fold change from three replicates. Red dots represent genes exhibit >twofold (*padj* <0.01) changes in expression in both species. (**I**) Venn diagram of the number of genes that exhibit overlapping >twofold (*padj* <0.01) changes in expression in F1 progeny of animals grown at 300 mM NaCl in each species. (**J**) Normalized counts of reads matching orthologs of *gpdh-1* in the F1 progeny of parents grown at either 300 mM NaCl or 50 mM NaCl. Data from Supplementary file 3. *n* = 3 replicates. (**K**) Average fold change for 7587 ortholog genes in F1 progeny of *C. elegans* parents fed *P. vranovensis* or exposed to 300 mM NaCl when compared to naive parents. Average fold change from three replicates. Red dots – genes that change in expression in response to both stresses. Blue dots – genes that change in expression in response to only osmotic stress. Green dots – genes that change in expression in response to only *P. vranovensis*. (**L**) Average fold change of 7512 single-copy ortholog genes in F3 progeny of *C. elegans* and *C. kamaaina* fed *P. vranovensis* BIGb0446 when compared to those fed *E. coli* HB101. Average fold change from three replicates. Blue dots represent genes that exhibited >twofold (*padj* <0.01) changes in expression in *C. elegans*. Green dots represent genes that exhibited >twofold (*padj* <0.01) changes in expression in *C. kamaaina*. (**M**) Average fold change of 7512 single-copy ortholog genes in F1 progeny of *C. elegans* and *C. kamaaina* parents grown at 300 mM NaCl when compared to parents grown at 50 mM NaCl. Average fold change from three replicates. Green dots represent genes that exhibited >twofold (*padj* <0.01) changes in expression in C. kamaaina. *p < 0.05, **p < 0.01, ***p < 0.0001, ****p < 0.0001.

**Figure 2—figure supplement 1.**
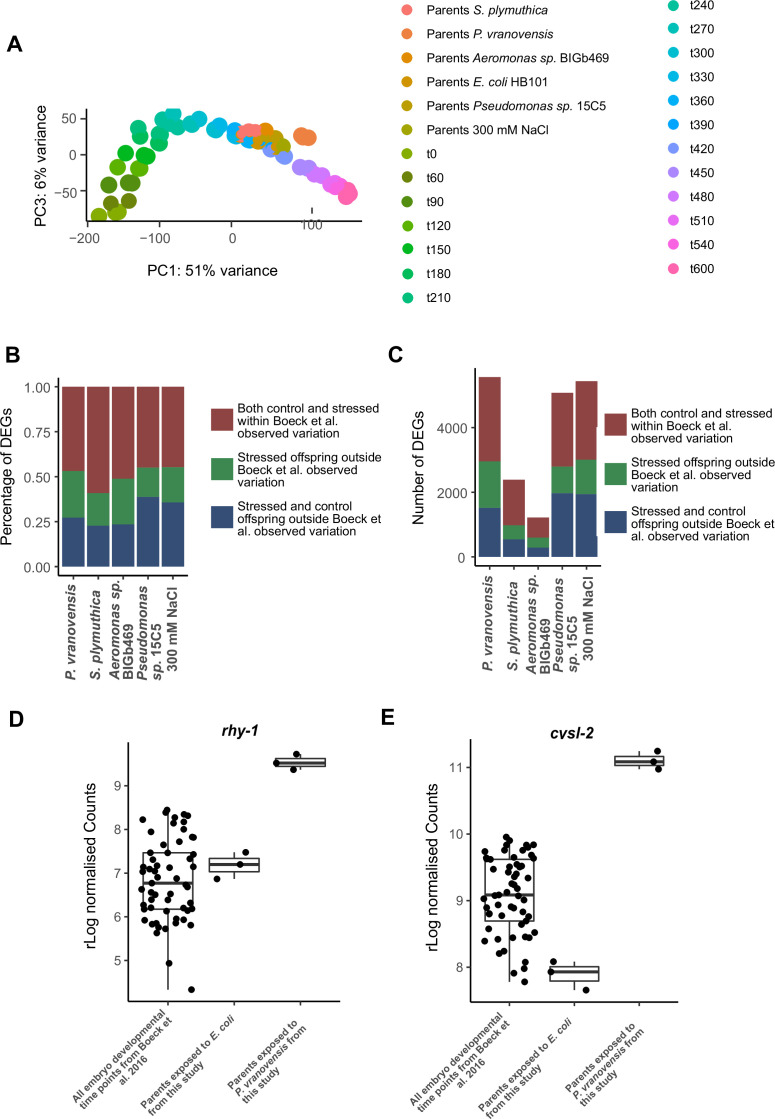
Differences in developmental timing are insufficient to explain a majority of the observed differences in gene expression in the offspring of stressed parents. (**A**) PCA of gene expression from Boeck et al., 2016 compared to RNA-seq data reported in the study. Time points of development are in minutes, *t*60 = 60 min postfertilization. (**B**) Percentage of genes differentially expressed in the offspring of parents exposed to different stresses that exhibit DESeq2 normalized counts that fall within or outside one standard deviation of the average normalized counts observed throughout all developmental time points from Boeck et al., 2016. (**C**) Total number of genes differentially expressed in the offspring of parents exposed to different stresses that exhibit DESeq2 normalized counts that fall within or outside one standard deviation of the average normalized counts observed throughout all developmental time points from Boeck et al., 2016. (**D**) *rhy-1* normalized counts from all time points during development from Boeck et al., 2016, the offspring of parents exposed to *E. coli* HB101 (this study), or the offspring of parents exposed to *P. vranovensis* (this study). (**E**) *cysl-2* normalized counts from all time points during development from Boeck et al., 2016, the offspring of parents exposed to *E. coli* HB101 (this study), or the offspring of parents exposed to *P. vranovensis* (this study).

**Table 1.** Complete list of genes that exhibited a greater than twofold change in expression in the F1 progeny of parents exposed to *P. vranovensis* or osmotic stress in all four species tested.

Genes that change in F1 progeny of all species exposed to *P. vranovensis*	Predicted function
*C18A11.1*	Unknown
*R13A1.5*	Unknown
*D1053.3*	Unknown
*pmp-5*	ATP-binding activity and ATPase-coupled transmembrane transporter activity, ortholog of human ABCD4
*C39E9.8*	Unknown
*nit-1*	Nitrilase ortholog – predicted to enable hydrolase activity
*lips-10*	Lipase related
*srr-6*	Serpentine receptor, class R
*Y51B9A.6*	Predicted to enable transmembrane transporter activity
*gst-33*	Glutathione *S*-transferase
*ptr-8*	Patched domain containing, ortholog of human PTCHD1, PTCHD3, and PTCHD4
*ZC443.1*	Predicted to enable D-threo-aldose 1-dehydrogenase activity
*cri-2*	Conserved regulator of innate immunity, ortholog of human TIMP2
*Y42G9A.3*	Unknown
*ttr-21*	Transthyretin-related, involved in response to Gram-negative bacteria
*F45E4.5*	Involved in defense against Gram-negative bacteria
*C42D4.1*	Domain of unknown function DUF148
*asp-14*	Predicted to enable aspartic-type endopeptidase activity. Involved in innate immune response
*cyp-32B1*	Cytochrome P450 family. Ortholog of human CYP4V2
*nas-10*	Predicted to enable metalloendopeptidase activity and zinc ion-binding activity
*W01F3.2*	Unknown
*nhr-11*	Nuclear hormone receptor
*F26G1.2*	Unknown
*F48E3.2*	Predicted to enable transmembrane transporter activity
*hpo-26*	Unknown, hypersensitive to pore forming toxin
*R05H10.1*	Unknown
*C08E8.4*	Involved in innate immune response
*C11G10.1*	Unknown
*Y73F4A.2*	Unknown, DOMON domain containing
*bigr-1*	Predicted to enable hydrolase activity
*nlp-33*	Neuropeptide like, involved in innate immune response
*far-3*	Predicted to enable lipid-binding activity
**Genes that change in F1 progeny of all species exposed to both osmotic stress and** ***P. vranovensis***	
*C30B5.6*	Unknown
*hphd-1*	Predicted to enable hydroxyacid–oxoacid transhydrogenase activity. Ortholog of human ADHFE1
*C42D4.3*	Unknown, DB module and domain of unknown function DB
**Genes that change in F1 progeny of all species exposed to osmotic stress**	
*ttr-15*	Transthyretin-like family
*F08F3.4*	Predicted to enable catalytic activity. Involved in innate immune response.Ortholog of human TDH

We performed the same analysis on the offspring of all four species from parents exposed to osmotic stress. 

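In *C. elegans* offspring of parents exposed to 300 mM NaCl, *gpdh-1*, *hmit-1.1*, *hmit-1.2* and *asns-2* rose and *hsp-16.2*, *hsp-70* and *ins-34* fell, against both groups of HB101 controls. *gpdh-1* (WBGene00009824; chromosome I, 14075693 to 14078211 in WBcel235) encodes a glycerol-3-phosphate dehydrogenase and rose from 79.7 ± 7.22 to 627 ± 41.5 normalized counts (SD, n = 3). Its log2 fold change was 2.97 (standard error 0.18, adjusted p = 7.9e-11 from edgeR) and 2.81 against the HB101 libraries of the same library series. The myo-inositol transporter genes *hmit-1.1* and *hmit-1.2* rose by 2.09 and 3.07 (3.27 and 4.44 against the same series), and the asparagine synthetase gene *asns-2* rose from 6300 ± 730 to 74700 ± 5930 counts, with log2 fold changes of 3.57 and 4.42 (same series). *hsp-16.2* fell from 948 ± 253 to 45.2 ± 7.3 counts, a log2 fold change of -4.39 (-3.39 against the same series), and *hsp-70* had -2.91 (-2.17). The insulin-like gene *ins-34* fell from 1690 ± 487 to 159 ± 30.3 counts, with log2 fold changes of -3.40 and -4.19 (same series). Of 14 genes of the glycerol and osmotic stress response, 8 were higher and 1 lower with either control group (9 and 1 when adjusted over the list alone), and of 16 heat shock and unfolded protein response genes 9 were lower with either group, while 3 were higher with the paper's controls and 1 with the same series (9 and 10 lower when adjusted over the list alone). Limma's camera with an estimated correlation gave these 2 lists adjusted p of 0.11 and 0.61 with the paper's controls and 0.0037 and 0.042 with the same series.

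**Figure D2:**
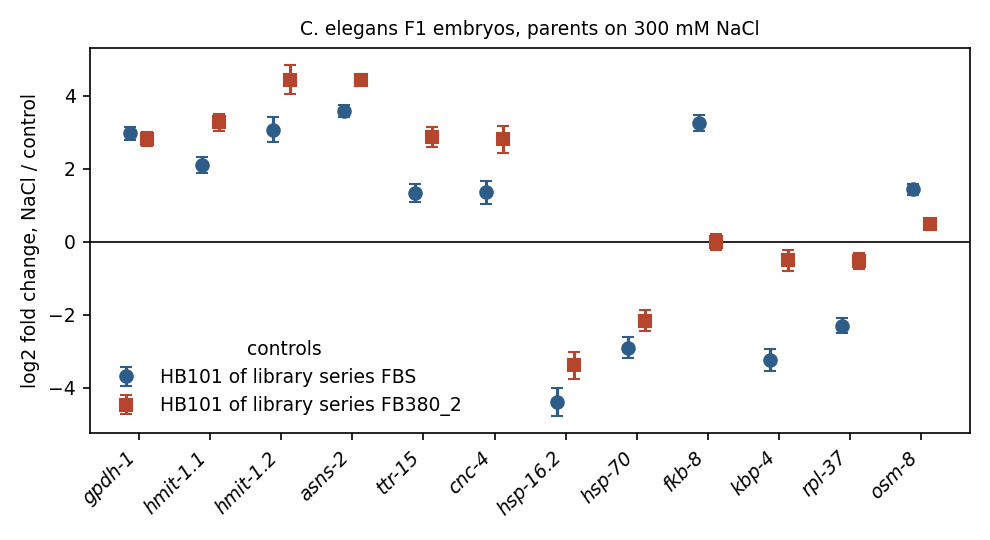
Log2 fold change of 12 genes in *C. elegans* F1 embryos after parental exposure to 300 mM NaCl, against the HB101 libraries of library series FBS (circles) and of library series FB380_2 (squares). Points are edgeR estimates with their standard errors (n = 3 libraries per group). *gpdh-1*, at 2.97 and 2.81, differs little between the control groups, and *fkb-8* lies at 3.25 against one and at -0.01 against the other.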

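For other lists of genes the number of members that passed differed between the 2 control groups, a difference that was not tested per list. Ribosomal protein genes were lower in 34 of 75 and higher in 5 against the paper's controls, and none of the 75 passed against the same library series. *rpl-37* had log2 fold changes of -2.30 and -0.53 respectively, and the FK506-binding protein gene *fkb-8* had 3.25 and -0.01. Collagens went the other way, with 12 of 104 higher and 3 lower against the paper's controls, and 48 higher and none lower against the same series (12 and 2, and 54 and 2, when adjusted over the list alone). Limma's camera with an estimated correlation gave the ribosomal proteins, collagens and histones adjusted p of 0.84, 0.84 and 0.77 with the paper's controls and 0.5, 0.24 and 0.41 with the same series. Stage and cell-type markers moved as well. Against the mean of the controls FBS31 to FBS33, medians in the NaCl libraries and the HB101 libraries of the same series were 0.53, 0.64 and 0.72 and 0.01, 0.19 and 0.07 for adult somatic markers, 0.46, 0.37 and 0.36 and -0.31, 0.12 and -0.05 for neuron, 0.11, 0.26 and 0.22 and -0.31, -0.11 and -0.19 for intestine, and 1.56 to 1.69 and 0.24 to 0.54 for vitellogenins. Of 69 histone genes, 41 were lower with the paper's controls and 22 with the same series, and none was higher (49 and 27 when adjusted over the list alone). Without the control FBS31, 23 histones were lower, and 7 collagens were higher and 2 lower (19 and 4 without FBS33). In all, 2987 of 16560 genes were called with the paper's controls (878 higher, 2109 lower) and 854 with those of the same series (717 higher, 137 lower), and 344 were called the same way with each. The 2 groups of HB101 libraries differed from each other in 2393 genes. Without the control FBS33 the paper's controls gave 4536 calls, and without the control S01 the same series gave 500.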

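In *C. briggsae*, 2910 of 15637 genes were called after parental exposure to NaCl (2142 higher, 768 lower). The sugar transporter gene *swt-3* fell from 546 ± 22.5 to 161 ± 32.2 normalized counts, and *mlt-10* from 3570 ± 456 to 855 ± 309. Single libraries decided much of this count: 158 genes (69 higher, 89 lower) were called without HB101 replicate S08, 1701 without S07, 1932 without S09 and 1571 without NaCl replicate S10. Of the 974 ortholog groups, 140 were called in *C. elegans* and 142 in *C. briggsae*, and 26 in both. None of the 26 changed in the same direction in both species: 24, such as the synaptonemal complex gene *syp-2* (-2.24 and 1.63) and *lab-1* (-2.16 and 1.66), were lower in *C. elegans* and higher in *C. briggsae*, and 2 the reverse. At an adjusted p under 0.01 from edgeR with no minimum fold, 134 groups were shared, 18 of them in the same direction, and DESeq2 gave 0 of the same direction at the main thresholds. Against the controls of the same library series, 36 groups were called in *C. elegans*, 3 of them also in *C. briggsae*, with 2 lower in both species. Across the 974 groups the log2 fold changes of the 2 species correlated by -0.33 with the paper's controls and -0.39 with the same series. These correlations were not computed with single libraries left out. Without *C. briggsae* HB101 replicate S08 no group was shared, and without replicate S07, S09 or S10 or the *C. elegans* control FBS31 there were 14, 16, 11 and 14.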

From this analysis, we observed that parental exposure to osmotic stress resulted in 235 genes exhibiting differential expression in both *C. elegans* and *C. briggsae* offspring (Figure 2F–J and Supplementary file 3). In addition, we found that these changes in gene expression were largely distinct from the gene expression changes observed in the offspring of parents exposed to *P. vranovensis* (Figure 2K and Supplementary files 2 and 3), indicating that different parental stresses have distinct effects on offspring gene expression. However, parental exposure to *C. kamaaina* and *C. tropicalis* to osmotic stress resulted in approximately fivefold fewer changes in offspring gene expression (Figure 2G–H and Supplementary file 3). 

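Of the 2165 *C. elegans* genes called after parental exposure to *P. vranovensis*, 461 (21.3%) were also called after NaCl: 105 were higher in both, 225 lower in both and 131 changed in opposite directions. The cytochrome P450 gene *cyp-14A5* was higher after both (log2 fold changes 4.26 and 3.74), as was *ttr-15* (2.10 and 1.33). *gpdh-1* reached 0.49 after *P. vranovensis* and was not called there, and *gst-35*, *ugt-21* and *gst-21* were among the genes called after *P. vranovensis* and not after NaCl. The 2 comparisons share their control libraries in the paper's tables. With the controls of each library series, which share none, 231 genes (10.7%) were called after both: 181 higher, 27 lower and 23 opposite, where 49.1 higher and 8.5 lower would be shared by independent lists. With the shared controls independent lists would share 60.1 and 131.4, and 20 simulated pairs of unchanged groups against shared controls shared 0 calls. No gene changed in the simulated groups, so their 0 cannot say what shared controls add to the overlap of changed groups. The covariance of the log2 fold changes across genes was 0.111 with the shared controls, 0.033 in the simulation and 0.238 with separate controls. The simulation took a spread per gene from all groups of the fit. Pairs of the controls FBS31 to FBS33 differed more (mean chi-square per gene 40.1 to 224) than pairs of *P. vranovensis* libraries (8.15 to 14.1), so the simulated value may be too low. Leaving out the control FBS31 gave 289 shared calls and leaving out FBS33 gave 927. From the small overlap the paper concludes that different parental stresses have distinct effects on the offspring.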

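After parental exposure to NaCl, 253 of 13509 genes were called in *C. kamaaina*, 134 of them higher, and 278 of 16459 in *C. tropicalis*, 166 of them higher. *mlt-10* fell by 2.90 (standard error 0.16) on the log2 scale in *C. kamaaina* and by 1.78 (standard error 0.16) in *C. tropicalis*, and the aquaporin gene *aqp-1* fell by 2.05 (standard error 0.14) in *C. kamaaina*. *AC3.5* rose in both species, by 2.57 and 2.08, and *F45E1.4* rose by 2.71 in *C. kamaaina*. In *C. kamaaina* the glycine decarboxylase gene *gldc-1* fell from 548 ± 36.9 to 133 ± 24.1 normalized counts, and in *C. tropicalis* the transcription factor gene *zip-11* rose from 98.4 ± 15.9 to 355 ± 51.6. Leaving out 1 library gave 148 (HB101 S17) and 167 (NaCl S21) calls in *C. kamaaina*, and 138 (HB101 S27), 109 (NaCl S28) and 147 (NaCl S30) in *C. tropicalis*. Among the 974 ortholog groups, 4 were called in *C. elegans* and *C. kamaaina* and 4 in *C. elegans* and *C. tropicalis*, with 3 of each in the same direction. With the *C. elegans* controls of the same library series there were 7 and 6, with 6 and 5 in the same direction. The species by NaCl interaction passed in 463 groups between *C. briggsae* and *C. elegans*, 217 for *C. kamaaina* and 241 for *C. tropicalis*, of 961 tested with edgeR, and in 520, 64 and 113 of 958 with the controls of the same series.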

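*C30B5.6*, *hphd-1*, *C42D4.3* and *ttr-15* rose in *C. elegans* after parental exposure to NaCl, and *F08F3.4* fell, against the controls of the paper's tables. *C42D4.3* went from 323 ± 80.7 to 1110 ± 47.3 normalized counts (SD, n = 3), *C30B5.6* from 10.3 ± 2.67 to 33.4 ± 10.7 and *ttr-15* from 420 ± 22.3 to 1060 ± 71.6. *hphd-1* (WBGene00012608; chromosome II, 12994356 to 12996571 in WBcel235) encodes an enzyme of propionate breakdown and had a log2 fold change of 1.36 (standard error 0.16), and *F08F3.4* fell from 214 ± 51 to 99.3 ± 10.9 counts, with adjusted p of 1.5e-06 and 0.00029 from edgeR. Against the controls of the same library series *C30B5.6*, *C42D4.3* and *ttr-15* were called again (2.24, 2.33 and 2.86), while *hphd-1* (0.65) and *F08F3.4* (-0.25) were not. Without the control FBS31 *F08F3.4* had -0.89 and was not called. The *C. kamaaina* ortholog of *C42D4.3* rose from 1620 ± 306 to 6240 ± 1070 counts, and that of *C. tropicalis* went from 1010 ± 276 to 3530 ± 2070, which did not pass (adjusted p = 0.02 from edgeR) but passed without replicate S25 or S29. After parental exposure to *P. vranovensis*, *C30B5.6* (1.89) and *C42D4.3* (1.26) rose in *C. elegans* and *hphd-1* fell by 1.88.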

In total five genes (*C30B5.6*, *hphd-1*, *C42D4.3*, *ttr-15*, and *F08F3.4*) exhibited differential expression in the offspring of parents exposed to osmotic stress in all four species (Figure 2I and Table 1) and three of these five (*C30B5.6*, *hphd-1*, and *C42D4.*3) were also observed to change in the offspring of parents exposed to *P. vranovensis* (Table 1).

### Pairing gene expression and phenotypic data across species significantly enriches for genes required for intergenerational adaptations

To further probe how parental exposure to environmental stresses affects offspring gene expression, we first analyzed the gene ontology of the 37 genes that exhibit changes in expression in the offspring of stressed parents in all four species using g:Profiler (Raudvere et al., 2019). We found that these 37 genes were significantly enriched for extracellular proteins (p < 2.278 × 10^–3^). However, no additional commonalities were identified and none of these 37 genes have previously been linked to adaptations to *P. vranovensis* infection or osmotic stress.

We found that different species exhibit different intergenerational responses to both *P. vranovensis* infection and osmotic stress (Figure 1). We hypothesized that the effects of parental exposure to environmental stresses on offspring gene expression might correlate with how offspring phenotypically respond to stress. Parental exposure of *C. elegans* and *C. kamaaina* to *P. vranovensis* led to increased progeny resistance to future *P. vranovensis* exposure (Figure 1B). By contrast, parental exposure of *C. briggsae* to *P. vranovensis* led to increased offspring susceptibility to *P. vranovensis* (Figure 1B). We hypothesized that differences in the expression of genes previously reported to be required for adaptation to *P. vranovensis*, such as the acyltransferase *rhy-1*, might underlie these differences between species. 

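Among the 974 ortholog groups, 9 were called after parental exposure to *P. vranovensis* in both *C. elegans* and *C. kamaaina*, 8 higher and 1 lower, and 3 of these were not called or were opposite in *C. briggsae*. Without the *C. kamaaina* HB101 replicate S18, or without the *C. kamaaina* *P. vranovensis* replicate S22, 1 was left. The response differed from that of *C. elegans* in 45 of 967 groups in *C. kamaaina*, in 414 in *C. briggsae* and in 409 in *C. tropicalis* (interaction adjusted p under 0.01 from edgeR), and with DESeq2 in 87, 445 and 435. By the sample labels the isolate of *P. vranovensis* and the library series differed between *C. elegans* and these species too, so the counts hold all of these differences. Among these, the genes *cbl-1* and *tdo-2*, which encode enzymes of cysteine and tryptophan metabolism, were higher in *C. elegans* (1.36 and 1.14) and lower in *C. briggsae* (-1.59 and -1.03), and *lin-41*, a regulator of developmental timing, was lower in *C. elegans* (-1.24) and higher in *C. briggsae* (1.33).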

We therefore investigated whether any genes exhibited specific changes in expression in *C. elegans* and *C. kamaaina* that were either absent or inverted in *C. briggsae.* We found that of the 562 genes that exhibited a greater than twofold change in expression in the offspring of parents exposed to *P. vranovensis* in *C. elegans*, only 54 also exhibited a greater than twofold intergenerational change in expression in *C. kamaaina* (Supplementary file 2). From this refined list of 54 genes, 17 genes either did not exhibit a change in *C. briggsae* or changed in the opposite direction (Table 2).

**Table 2.** Complete list of genes that exhibited a consistent and greater than twofold change in expression in the F1 progeny of parents exposed to *P. vranovensisor* osmotic stress in only species that intergenerationally adapted to stress. Genes listed for *P. vranovensis* were identified by comparing genes that change consistently in *C. elegans* and *C. kamaaina*, but not *C. briggsae*. Genes listed for osmotic stress were identified by comparing genes that change consistently in *C.elegans*, *C. briggsae*, and *C. kamaaina*, but not in *C. tropicalis*. Bold font indicates genes that have already been demonstrated to be involved in *C. elegans* adaption to these stresses.

Genes that change consistently in F1 progeny of only species that adapt to *P. vranovensis*	Predicted function
*daf-18*	Lipid phosphatase, homologous to human PTEN tumor suppressor
*gst-38*	Glutathione *S*-transferase
*H04M03.3*	Predicted to enable oxidoreductase activity.
*oops-1*	Oocyte partner of SPE-11
*F09G8.10*	Unknown
*glb-1*	Globin -related
*F57H12.6*	Unknown
*elo-6*	Predicted to enable transferase activity, transferring acyl groups, ortholog of human ELOVL3 and ELOVL6
*cpr-5*	Predicted to enable cysteine-type peptidase activity
*xpo-2*	Exportin involved in nuclear export, ortholog of human CSE1L
*cysl-1*	Cysteine synthase known to be involved in adaptation to *P. vranovensis*
*rhy-1*	Regulator of HIF-1 known to be involved in adaptation to *P. vranovensis*
*cdc-25.1*	Homolog of human CDC25 phosphatase
*imb-1*	Importin beta family, ortholog of human KPNB1
*VZK882L.2*	Unknown
*cysl-2*	Cysteine synthase known to be involved in adaptation to *P. vranovensis*
*cyk-7*	Involved in intercellular bridge organization
**Genes that change consistently in F1 progeny of only species that adapt to osmotic stress**	
*T05F1.9*	Unknown
*grl-21*	Unknown, Ground-like domain containing
*gpdh-1*	Glycerol-3-phosphate dehydrogenase known to be involved in osmotic stress resposne
*T22B7.3*	Amidinotransferase, ortholog of human DDAH1 and DDAH2

Consistent with our hypothesis that intergenerational gene expression changes across species might correlate with their phenotypic responses, we found that all three genes previously reported to be required for the intergenerational adaptation to *P. vranovensis* (*rhy-1*, *cysl-1,* and *cysl-2 –* Burton et al., 2020) were among the 17 genes that exhibited differential expression in *C. elegans* and *C. kamaaina* but not in *C. briggsae*. This overlap is significantly above what is expected by chance (*P* < 1.337e−−08 – hypergeometric probability). 

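*cysl-1* (WBGene00007653; chromosome X, 9952578 to 9960963 in WBcel235) and *cysl-2* (WBGene00010759; chromosome II, 14492826 to 14494514) encode cysteine synthase-like proteins. In *C. elegans* *cysl-1* rose after parental exposure to *P. vranovensis* from 2910 ± 191 to 6560 ± 325 normalized counts (SD, n = 3) and *cysl-2* from 1270 ± 235 to 9720 ± 847. Their log2 fold changes were 1.17 (standard error 0.14) and 2.94 (standard error 0.19), with adjusted p of 1.4e-06 and 1.1e-10 from edgeR. The ortholog of *cysl-1* rose by 1.12 in *C. kamaaina*, went from 1570 ± 24.4 to 1650 ± 117 in *C. briggsae* (log2 fold change 0.07) and had -0.09 in *C. tropicalis*. The interaction with *C. elegans* was -1.02 for *C. briggsae* (adjusted p = 5.2e-07) and -1.33 for *C. tropicalis* (9.1e-09), and -0.04 for *C. kamaaina* (0.88, all from edgeR). Of 14 *C. elegans* genes of the response to hydrogen sulfide, cyanide and hypoxia, 9 were higher and none lower, the same when adjusted over the list alone. They include the nitrilase gene *nit-1*, which rose from 464 to 2160 counts (log2 fold change 2.22, standard error 0.18). Camera gave this list an adjusted p of 1.7e-09 with its preset correlation and 0.014 with an estimated correlation.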

We conclude that the effects of parental exposure to *P. vranovensis* on offspring gene expression correlate with their phenotypic response. Furthermore, we propose that this new list of 17 genes (Table 2) is likely to be enriched in additional conserved genes required for this intergenerational response to pathogen infection. This list includes multiple highly conserved genes including multiple factors involved in nuclear transport (*imb-1* and *xpo-2*), the CDC25 phosphatase ortholog *cdc-25.1*, and the PTEN tumor suppressor ortholog *daf-18*.

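*imb-1*, *xpo-2*, *cdc-25.1* and *daf-18* were all lower in *C. elegans* offspring of parents exposed to *P. vranovensis*. The 26 transcripts of oocytes and early embryos had a median log2 fold change of -1.47 there, and the named genes were not tested apart from that shift. *daf-18* (WBGene00000913; chromosome IV, 419938 to 425181 in WBcel235) fell from 6750 ± 1980 to 2390 ± 191 normalized counts (SD, n = 3), a log2 fold change of -1.50 (standard error 0.23, adjusted p = 3.4e-05 from edgeR). The importin gene *imb-1* fell by 1.21 (standard error 0.23), the exportin gene *xpo-2* by 1.16 (standard error 0.19) and *cdc-25.1* by 1.03 (standard error 0.16; -0.98 and not called without the control FBS32). In *C. kamaaina* *xpo-2* went from 4330 to 2170 counts and *cdc-25.1* from 2200 to 1110, with log2 fold changes of -0.99 and -0.98, adjusted p of 0.00035 and 0.00077 from edgeR, and neither past the 2-fold minimum, which both passed without replicate S16 or S17. *cyk-7*, a cytokinesis gene, fell by 1.25 in *C. elegans* and by 1.09 in *C. kamaaina*, where the call was lost without S17, S18, S22 or S24 (edgeR adjusted p of 0.016, 0.026, 0.018 and 0.02), and was unchanged within its error in *C. briggsae* (-0.16). The interaction between *C. briggsae* and *C. elegans* was 1.16 (standard error 0.30, adjusted p = 0.0021 from edgeR). In *C. tropicalis*, *cdc-25.1* fell from 2360 to 432 counts, by 1.46 more on the log2 scale than in *C. elegans*.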

Notably, of the revised list of 17 genes, we identified a single gene that exhibited a greater than twofold increase in expression in *C. elegans* and *C. kamaaina* F1 progeny but had an inverted greater than twofold decrease in expression in *C. briggsae* F1 progeny. That gene is *rhy-1* (Figure 2E), one of the three genes known to be required for animals to intergenerationally adapt to *P. vranovensis* infection (Burton et al., 2020). This directional change of *rhy-1* expression in progeny of animals exposed to *P. vranovensis* correlates with the observation that parental exposure to *P. vranovensis* results in enhanced pathogen resistance in offspring in *C. elegans* and *C. kamaaina* but has a strong deleterious effect on pathogen resistance in *C. briggsae* (Figure 1B). Collectively, these findings suggest that molecular mechanisms underlying adaptive and deleterious effects in different species might be related and dependent on the direction of changes in gene expression of specific stress–response genes.

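*rhy-1* (WBGene00012324; chromosome II, 9161379 to 9163448 in WBcel235) encodes a regulator of the hypoxia-inducible factor. After parental exposure to *P. vranovensis* it rose in *C. elegans* from 756 ± 137 to 3270 ± 355 normalized counts (SD, n = 3), a log2 fold change of 2.11 (standard error 0.27, adjusted p = 4.4e-06 from edgeR). In *C. kamaaina* its ortholog CKAMA.g1767 rose from 4040 ± 211 to 8540 ± 1210, a log2 fold change of 1.08 (standard error 0.11, adjusted p = 9.3e-06 from edgeR), and of 0.96 without the *P. vranovensis* replicate S22, which is under 2-fold. In *C. tropicalis* its ortholog Csp11.Scaffold562.g3913 went from 7690 ± 590 to 5700 ± 235, a log2 fold change of -0.43 (standard error 0.09, adjusted p = 0.0016 from edgeR) that did not reach 2-fold. The response in *C. kamaaina* was smaller than in *C. elegans*, with an interaction of -1.04 on the log2 scale (standard error 0.20, adjusted p = 0.0052 from edgeR), and that of *C. tropicalis* was -2.56 (standard error 0.20, adjusted p = 6.5e-09 from edgeR). After parental exposure to NaCl *rhy-1* fell in *C. kamaaina* from 4040 to 1140 counts, by 1.82 (standard error 0.12) on the log2 scale, and had -0.47 in *C. elegans* (adjusted p = 0.15 from edgeR). From the direction of *rhy-1* in *C. elegans*, *C. kamaaina* and *C. briggsae*, the paper proposes that adaptive and deleterious effects might depend on the direction of change of such stress-response genes.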

We performed the same analysis pairing our transcriptional data with our phenotypic data for the intergenerational response to osmotic stress. We found that *C. elegans*, *C. briggsae,* and *C. kamaaina* intergenerationally adapted to osmotic stress, but *C. tropicalis* did not (Figure 1D). We therefore identified genes that were differentially expressed in the F1 offspring of *C. elegans, C. briggsae*, and *C. kamaaina* exposed to osmotic stress, but not in *C. tropicalis.* From this analysis, we identified four genes (*T05F1.9*, *grl-21*, *gpdh-1*, and *T22B7.3*) that are specifically differentially expressed in the three species that adapt to osmotic stress but not in *C. tropicalis* (Table 2); this list of genes includes the glycerol-3-phosphate dehydrogenase *gpdh-1* which is one of the most upregulated genes in response to osmotic stress and is known to be required for animals to properly respond to osmotic stress (Lamitina et al., 2006). These results suggest that, similar to our observations for *P. vranovensis* infection, different patterns in the expression of known osmotic stress response genes correlate with different intergenerational phenotypic responses to osmotic stress.

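*gpdh-1*, *grl-21* and *T22B7.3* were called in *C. elegans* after parental exposure to NaCl against either group of HB101 controls. The hedgehog-related gene *grl-21* rose from 69.2 ± 21 to 176 ± 20.7 normalized counts (log2 fold change 1.34, and 2.00 against the same library series). *T22B7.3* fell from 580 ± 243 to 82.7 ± 7.32 (SD, n = 3), with log2 fold changes of -2.81 and -2.27. *T05F1.9* had -1.71 (standard error 0.31, adjusted p = 9.8e-05 from edgeR) against the paper's controls and -0.93 (adjusted p = 0.052) against the same series, where it was not called. In *C. kamaaina*, *T05F1.9* fell from 78.9 to 15.3 counts, by 2.36 (standard error 0.25) on the log2 scale, and in *C. tropicalis* it went from 139 to 154 (0.15). Its response in *C. tropicalis* was above that of *C. elegans* by 1.93 (standard error 0.35, interaction adjusted p = 0.00038 from edgeR), or by 1.01 with the controls of the same series (0.047). *gpdh-2*, a paralog of *gpdh-1*, did not pass with either control group (-0.19 and 0.38). No *C. briggsae* gene was joined for any of the 4 genes that the paper lists, and of these only *T05F1.9* was joined in *C. kamaaina* and *C. tropicalis*, so the others were analysed in *C. elegans* alone. From these genes the paper proposes that patterns of known osmotic response genes go with the phenotypes of the species.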

Differences in gene expression in the offspring of stressed parents could be due to programmed changes in expression in response to stress or due to indirect effects caused by changes in developmental timing. To confirm that the embryos from all conditions were collected at the same developmental stage we compared our RNA-seq findings to a time-resolved transcriptome of *C. elegans* development (Boeck et al., 2016). Consistent with our visual observations that a vast majority of offspring collected were in the comma stage of embryo development, we found that the gene expression profiles of all offspring from both naive and stressed parents overlapped strongly with the 330- to 450-min time points of development (Figure 2—figure supplement 1). In addition, we found that approximately 50% of all genes that were differentially expressed in the offspring of stressed parents when compared to naive parents exhibited a change in gene expression that was more than one standard deviation outside their average expression across all time points of embryo development (Figure 2—figure supplement 1B-C). We similarly found that many of the genes known to be required for intergenerational responses to stress exhibit expression that is outside the range of expression observed at any time point of early development (Figure 2—figure supplement 1D-E). These results suggest that a majority of the expression differences we observed in the offspring of stressed parents were not due to differences in developmental timing.

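Transcripts of 3 kinds that mark embryo stages were followed in each *C. elegans* F1 library as the median log2 difference from the mean of the HB101 libraries FBS31 to FBS33. The 26 oocyte and early embryo transcripts were lower in each *P. vranovensis* library (-1.45, -1.39 and -1.54). They were higher in the HB101 libraries of the other series (0.54, 0.56 and 0.49), 0.14 to 0.21 in the NaCl libraries and -0.12 to 0.17 in the *Pseudomonas* sp. 15C5 libraries. The 18 muscle transcripts of late embryos stood at 0.62, 0.82 and 0.68 in the NaCl libraries and at -0.29, 0.06 and 0.06 in the HB101 libraries of the same series. In the *P. vranovensis* libraries they stood at 0.11, 0.36 and 0.45. The control libraries themselves spread from -0.30 (FBS31) to 0.45 (FBS33) on the muscle transcripts. The 18 cuticle transcripts were at 0.55, 0.62 and 0.75 after *P. vranovensis*, 0.49 to 0.64 after *Pseudomonas* sp. 15C5, 0.18 to 0.41 after NaCl and 0.24, 0.57 and 0.41 in the HB101 libraries of the other series. In the libraries labelled *S. plymuthica* the maternal transcripts stood at 0.12, -0.78 and -0.21, muscle at -0.79, -0.75 and -0.89 and cuticle at -0.07 to 0.06, and in those labelled *Aeromonas* at -0.08, -0.58 and -0.54, at -0.67, -0.77 and -0.69 and at -0.25 to 0.04. The embryo time course that the paper compares with was not among the deposited counts and was not analysed here. From that time course the paper proposes that most of the differences were not due to developmental timing.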

### The effects of parental bacterial infection and osmotic stress on offspring gene expression are not maintained transgenerationally

Determining whether the effects of parental exposure to stress on offspring gene expression are reversible after one generation or if any changes in gene expression persist transgenerationally is a critical and largely unanswered question in the field of multigenerational effects. To test if any of the intergenerational changes in gene expression that we observed persist transgenerationally, we performed RNA-seq of F3 progeny of *C. elegans* exposed to both *P. vranovensis* and osmotic stress. 

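F3 embryos of *C. elegans* and *C. kamaaina* were sequenced after P0 exposure to 300 mM NaCl or *P. vranovensis*, with 3 libraries per group and HB101 libraries of their own. The authors deposited HTSeq counts for these libraries, which are whole numbers, and the fits and thresholds were those of the F1 embryos. Total counts ran from 16478792 to 17861160 in *C. elegans* and from 9744909 to 13353179 in *C. kamaaina*. Supplementary file 4 prints values of only 2 of the 3 *C. elegans* NaCl libraries, so library 4A was left out of the *C. elegans* fit. The labels of the F3 *P. vranovensis* libraries name isolate BIGb0446. F1 and F3 counts came from different programs and controls, so genes were compared by their calls in separate fits. In *C. elegans* the labelled *P. vranovensis* isolate also differed between F1 and F3, so that comparison is not one of generation alone. Of the genes called in F1, 2363 of 2987 (NaCl) and 1694 of 2165 (*P. vranovensis*) were tested in *C. elegans* F3 embryos.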

We found that none of the 1515 genes that exhibited differential expression in F1 progeny for either *P. vranovensis* infection or osmotic stress were also differentially expressed in *C. elegans* F3 progeny (Figure 2L and M and Supplementary file 4). 

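In *C. elegans* F3 embryos *gpdh-1*, *rhy-1* and *cysl-2*, which had changed in F1 embryos, did not pass the test. After P0 exposure to NaCl, *gpdh-1* had a log2 fold change of 0.45 (adjusted p = 0.21 from edgeR), and after *P. vranovensis* *rhy-1* had -0.11 (adjusted p = 0.59) and *cysl-2* 0.17. No gene of 13525 was called after NaCl with edgeR, where 4988 passed an unadjusted p under 0.05 and DESeq2 called 20. Without the HB101 library 2A edgeR called 9. After *P. vranovensis* 34 genes were called (23 higher, 11 lower), among them *myo-2*, a pharyngeal myosin gene, which rose from 313 ± 149 to 798 ± 109 normalized counts (SD, n = 3), and *dur-1*, which went from 60.4 ± 10.4 to 150 ± 31.7. Of 18 muscle genes 7 were higher and none lower, and of 33 histone genes 12 were lower and 1 higher (10 muscle genes and 13 histones when adjusted over each list alone). In the 3 *P. vranovensis* libraries the median log2 difference from the controls was 0.32, 0.52 and 0.55 for muscle genes, 0.27, 0.24 and 0.40 for neuron markers and 0.17, 0.35 and 0.23 for intestine markers. Camera gave adjusted p of 8.9e-06 and 5e-06 with its preset correlation and 0.94 for both with an estimated correlation. No member of either list passed without library 7A, 4 muscle genes did without 1A, 2A or 8A, and 5, 6, 8 and 8 histones were lower without 1A, 3A, 8A and 9A. The *P. vranovensis* calls numbered 0 with all 3 NaCl libraries in the fit, 0 without its library 7A, 94 without the HB101 library 2A and 18 without 3A. Of the F1 calls, 0 were called again in F3 embryos after NaCl (7 with DESeq2) and 4 after *P. vranovensis*, all in the same direction: *C16C8.20*, *W06D11.3*, *Y51H7C.3* and *Y54G2A.12*. That overlap was 0 without the F3 library 7A, 19 without 2A, 1 without 3A, 10 without 8A and 2 without 9A, and 7 and 8 without the F1 controls FBS31 and FBS33. With no filter on low counts, F3 calls were 71 (NaCl) and 83 (*P. vranovensis*) and shared calls 20 and 15, at an adjusted p under 0.05 81 and 89 and 26 and 17, in fits of only the 2 groups compared 33 and 31 and 8 and 1, and with the replicate block 49 and 11 and 8 and 2, all with edgeR. From the absence of shared calls the paper concludes that the vast majority of these effects on expression do not last to the F3 generation.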

We conclude that, at minimum, the vast majority of intergenerational effects of these stresses on gene expression in *C. elegans* do not persist transgenerationally.

We hypothesized that transgenerational effects on gene expression could potentially be more robust in other species. We therefore performed the same analysis on F3 gene expression in response to both *P. vranovensis* infection and osmotic stress in a second species that intergenerationally adapts to both stresses, *C. kamaaina.* We again found that none of the genes that exhibited differential expression in F1 progeny of parents exposed to *P. vranovensis* were also differentially expressed in F3 progeny (Figure 2L and Supplementary file 4). 

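In *C. kamaaina* F3 embryos no gene of 12772 was called after P0 exposure to *P. vranovensis* with edgeR or DESeq2, and 106 passed an unadjusted p under 0.05. The genes that had risen in F1 embryos were near 0: *cyp-37A1* had a log2 fold change of 0.27 (standard error 0.25), *ttr-18* -0.27 (standard error 0.39) and *C42D4.3* 0.03 (standard error 0.35). Of the 453 F1 calls 383 were tested, and the median F3 log2 fold change was 0.00 for those that had risen and -0.37 for those that had fallen.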

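The *C. kamaaina* ortholog of *C09B8.4*, CKAMA.g667, fell in F1 embryos after parental exposure to NaCl from 604 to 150 normalized counts, by 2.01 (standard error 0.18) on the log2 scale. In F3 embryos it stood at 233 ± 165 in the controls and 30.6 ± 7.66 after P0 exposure to NaCl (SD, n = 3). This gave a log2 fold change of -2.92 (standard error 0.64, adjusted p = 0.83 from edgeR) and -2.91 with DESeq2 (adjusted p = 0.0097), which called this gene alone. After P0 exposure to *P. vranovensis* the same gene had -2.72 and was not called. The *C. elegans* gene changed the other way in F1 embryos after NaCl, from 307 to 811 counts (log2 fold change 1.40). edgeR called 0 of 12772 genes in *C. kamaaina* F3 embryos after NaCl, with 362 at an unadjusted p under 0.05. In data simulated for this comparison 26.9% of 2.5-fold changes and 78.8% of 4-fold changes were called. Control and NaCl libraries of the same number went together (correlation of residuals 0.56 to 0.62), which neither this test nor the simulation took into account. With a replicate block edgeR called 0 genes too.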

We did, however, identify two genes, the *C. kamaaina* orthologs of *C. elegans hphd-1* and *C09B8.4*, that exhibited differential expression in both the F1 and F3 progeny of parents exposed to osmotic stress (Figure 2M and Supplementary file 4). It is possible that these two genes represent true transgenerational effects on gene expression, but given that these effects were not also observed in *C. elegans* and that only two genes were identified out of thousands of possible gene comparisons using a false discovery cutoff of 1 %, we cannot rule out that these two genes are false positives. Collectively, our results suggest that neither of these biotic or abiotic stresses that elicit robust intergenerational changes in gene expression cause similar transgenerational changes in gene expression under the same conditions in multiple different species. We note, however, that it remains possible that transgenerational effects of these stresses could persist through other mechanisms, could affect the expression of genes that are not clearly conserved between species, or could exert weaker effects on broad classes of genes that would not be detectable at any specific individual loci as was reported for the transgenerational effects of starvation and loss of COMPASS complex function on gene expression in *C. elegans* (Greer et al., 2011; Webster et al., 2018). Furthermore, it is possible that transgenerational effects on gene expression in *C. elegans* are restricted to germ cells (Buckley et al., 2012; Houri-Zeevi et al., 2020; Posner et al., 2019) or to a small number of cells and are not detectable when profiling gene expression in somatic tissue from whole animals.

### Intergenerational responses to stress can have deleterious tradeoffs

Intergenerational changes in animal physiology that protect offspring from future exposure to stress could be stress-specific or could converge on a broadly stress-resistant state. If intergenerational adaptive effects are stress-specific, then it is expected that parental exposure to a given stress will protect offspring from that same stress but potentially come at the expense of fitness in mismatched environments. If intergenerational adaptations to stress converge on a generally more stress-resistant state, then parental exposure to one stress might protect offspring against many different types of stress. To determine if the intergenerational effects we investigated here represent specific or general responses, we assayed how parental *C. elegans* exposure to osmotic stress, *P. vranovensis* infection, and *N. parisii* infection, either alone or in combination, affected offspring responses to mismatched stresses. We found that parental exposure to *P. vranovensis* did not affect the ability of animals to intergenerationally adapt to osmotic stress (Figure 3A). By contrast, parental exposure to osmotic stress completely eliminated the ability of animals to intergenerationally adapt to *P. vranovensis* (Figure 3B). This effect is unlikely to be due to the effects of osmotic stress on *P. vranovensis* itself, as mutant animals that constitutively activate the osmotic stress response (*osm-8*) were also completely unable to adapt to *P. vranovensis* infection (Figure 3C; Rohlfing et al., 2011). We conclude that animals’ intergenerational responses to *P. vranovensis* and osmotic stress are stress-specific, consistent with our observation that parental exposure to these two stresses resulted in distinct changes in offspring gene expression (Figure 2K).

**Figure 3.**
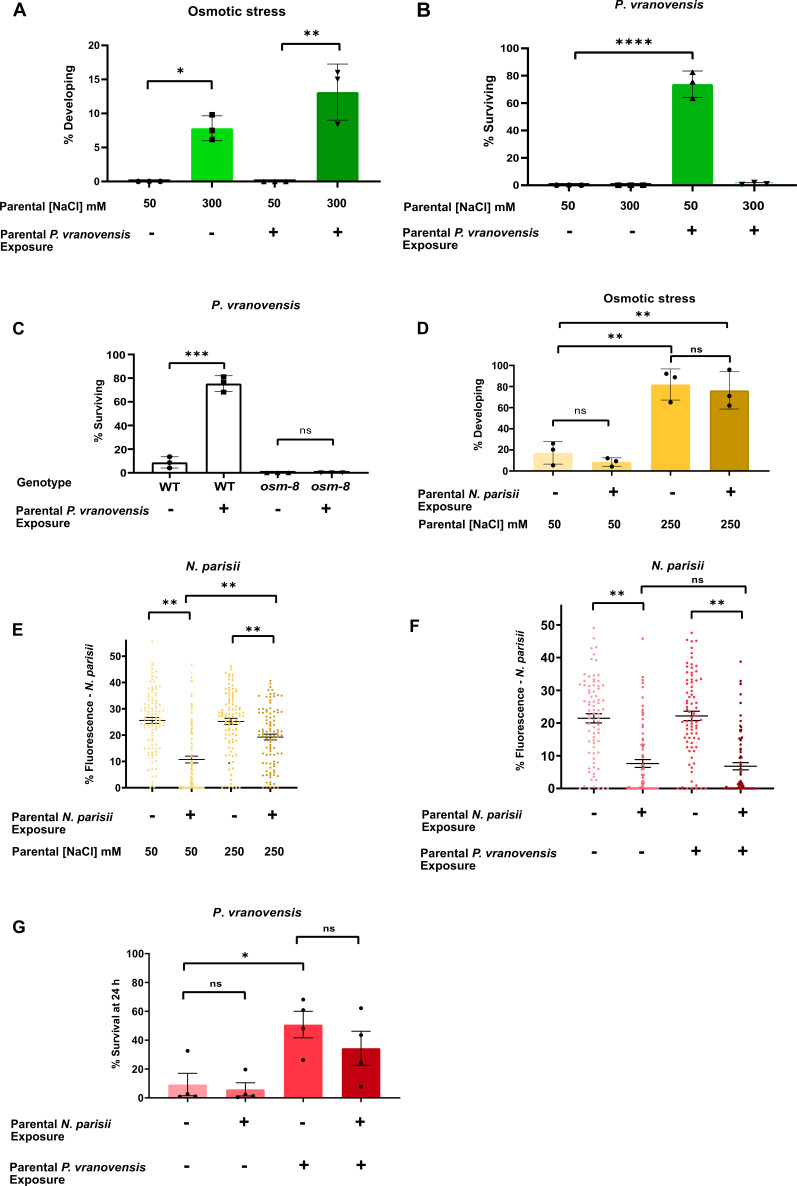
Intergenerational adaptations to stress are stress-specific and have deleterious tradeoffs. (**A**) Percent of wild-type *C. elegans* mobile and developing at 500 mM NaCl after 24 hr. Data presented as mean values ± s.d. *n* = 3 experiments of >100 animals. (**B**) Percent of wild-type *C. elegans* surviving after 24 hr of exposure to *P. vranovensis* BIGb0446. Data presented as mean values ± s.d. *n* = 3 experiments of >100 animals. (**C**) Percent of wild-type and *osm-8(n1518) C. elegans* surviving after 24 hr of exposure to *P. vranovensis* BIGb0446. Data presented as mean values ± s.d. *n* = 3 experiments of >100 animals. (**D**) Percent of wild-type *C. elegans* mobile and developing at 420 mM NaCl after 48 hr. Data presented as mean values ± s.d. *n* = 3 experiments of >100 animals. (**E**) *N. parisii* parasite burden of individual *C. elegans* after 72 hr (as determined by percentage fluorescence from DY96-stained spores after 72 hr). Data presented as mean values ± s.e.m. *n* = 4 experiments of 25 animals (**F**) *N. parisii* parasite burden of individual *C. elegans* after 72 hr (as determined by percentage fluorescence from DY96-stained spores after 72 hr). Data presented as mean values ± s.e.m. *n* = 3 experiments of 25 animals. (**G**) Percent of wild-type *C. elegans* surviving after 24 hr of exposure to *P. vranovensis* BIGb0446. Data presented as mean values ± s.e.m. *n* = 3 experiments of >100 animals. *p < 0.05, **p < 0.01, ***p < 0.0001, ****p < 0.0001. Figure 3—source data 1.Statistics source data for Figure 3.

We performed a similar analysis comparing animals’ intergenerational response to osmotic stress and the eukaryotic pathogen *N. parisii*. We previously reported that L1 parental infection with *N. parisii* results in progeny that is more sensitive to osmotic stress (Willis et al., 2021). Here, we found that L4 parental exposure of *C. elegans* to *N. parisii* had a small, but not significant effect on offspring response to osmotic stress (Figure 3D). However, similar to our observations for osmotic stress and bacterial infection, we found that parental exposure to both osmotic stress and *N. parisii* infection simultaneously resulted in offspring that were less protected against future *N. parisii* infection than when parents are exposed to *N. parisii* alone (Figure 3E). Collectively, these data further support the conclusion that intergenerational responses to infection and osmotic stress are stress-specific and suggest that intergenerational adaptations to osmotic stress might come at the expense of animals’ ability to properly respond to bacterial or eukaryotic infections when either is paired with osmotic stress.

To compare animals’ intergenerational responses to bacterial infection and eukaryotic infection, we performed a similar comparative analysis. We found that parental exposure to *P. vranovnesis* had no observable effect on offspring response to *N. parisii* either alone or when both pathogens were present simultaneously (Figure 1F). Similarly, we found that parental exposure to *N. parisii* had no observable effect on offspring response to *P. vranovensis* either alone or when both pathogens were present at the same time (Figure 1G). We conclude that intergenerational adaptations to osmotic stress, *P. vranovensis* infection and *N. parisii* infection are largely stress-specific.

### Intergenerational responses to *Pseudomonas* pathogens are distinct from other bacterial pathogens

To further probe the specificity of intergenerational responses to stress, we also sought to determine if the substantial changes in pathogen resistance and gene expression observed in *C. elegans* offspring from parents exposed to the bacterial pathogen *P. vranovensis* were specific to this pathogen or part of a general response to bacterial pathogens. We previously found that the transcriptional response to *P. vranovensis* in F1 progeny is distinct from the response to *P. aeruginosa* (Burton et al., 2020). To further probe the specificity of this intergenerational response, we first screened wild bacterial isolates from France (Samuel et al., 2016) and the United Kingdom (Supplementary file 5) for those that are potential natural pathogens of *C. elegans* and that also intergenerationally affect *C. elegans* survival or growth rate. From this analysis, we identified a new *Pseudomonas* isolate, *Pseudomonas* sp. 15C5, where parental exposure to *Pseudomonas* sp. 15C5 enhanced offspring growth rate in response to future exposure to *Pseudomonas* sp. 15C5 (Figure 4A). This intergenerational effect resembled *C. elegans* intergenerational adaptation to *P. vranovensis* and we found that parental exposure to either isolate of *Pseudomonas* protected offspring from future exposure to the other *Pseudomonas* isolate (Figure 4A–B). To test if *Pseudomonas* sp. *15*C5 was a new isolate of *P. vranovensis* or a distinct species of *Pseudomonas,* we performed both 16S rRNA sequencing and sequenced the gene *rpoD* of *Pseudomonas* sp. 15C5. From this analysis, we found that *Pseudomonas* sp. 15C5 is not an isolate of *P. vranovensis* and is most similar to *Pseudomonas putida* – 99.49% identical 16S rRNA and 98.86% identical *rpoD* by BLAST (Supplementary file 6). These results indicate that parental exposure to multiple different *Pseudomonas* species can protect offspring from future pathogen exposure. We note, however, that other pathogenic species of *Pseudomonas*, such as *P. aeruginosa*, did not cross protect against *P. vranovensis* (Burton et al., 2020), indicating that not all pathogenic species of *Pseudomonas* result in the same intergenerational in offspring pathogen resistance.

**Figure 4.**
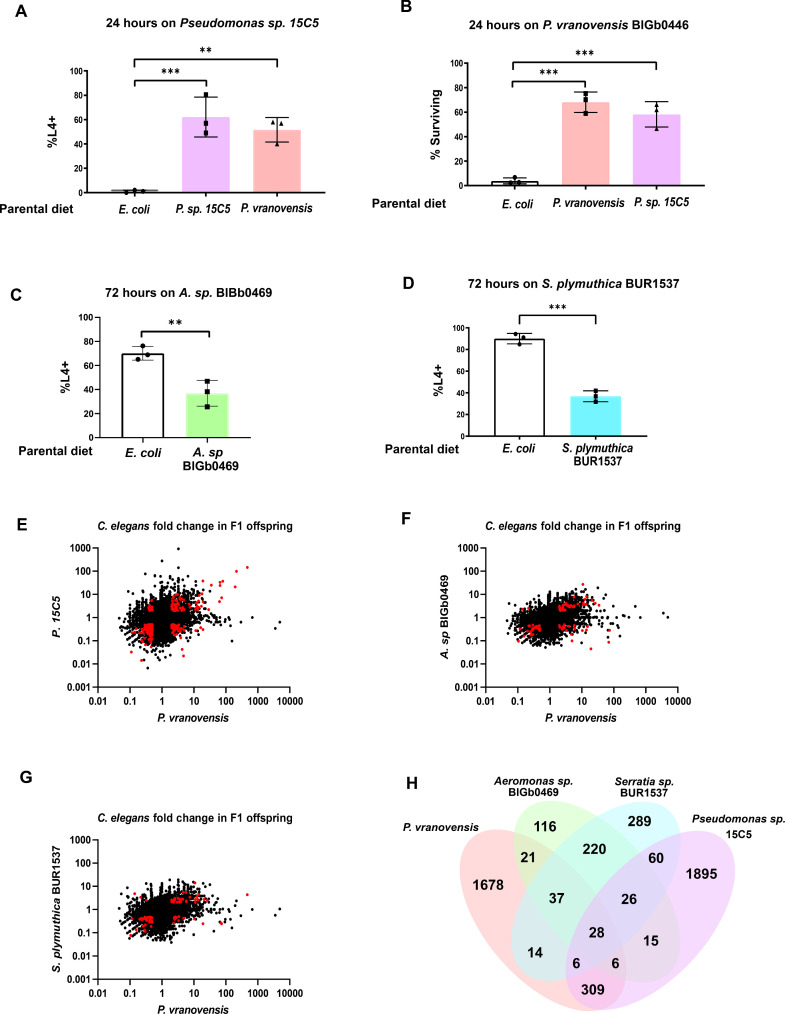
Many of the intergenerational effects of parental exposure to bacterial pathogens on offspring gene expression are pathogen specific. (**A**) Percent of wild-type *C. elegans* that developed to the L4 larval stage after 48 hr of feeding on *Pseudomonas* sp. 15C5. Data presented as mean values ± s.d. *n* = 3 experiments of >100 animals. (**B**) Percent of wild-type *C. elegans* surviving after 24 hr of exposure to *P. vranovensis* BIGb0446. Data presented as mean values ± s.d. *n* = 3 experiments of >100 animals. (**C**) Percent of wild-type *C. elegans* that developed to the L4 larval stage after 48 hr of feeding on *Aeromonas* sp. BIGb0469. Data presented as mean values ± s.d. *n* = 3 experiments of >100 animals. (**D**) Percent of wild-type *C. elegans* that developed to the L4 larval stage after 48 hr of feeding on *Serratia plymuthica* BUR1537. Data presented as mean values ± s.d. *n* = 3 experiments of >100 animals. (**E**) Average fold change of genes in F1 progeny of *C. elegans* fed either *Pseudomonas* sp*.* 15C5 or *P. vranovensis* BIGb0446 when compared to parents fed *E. coli* HB101. Average fold change from three replicates. Red dots represent genes that exhibit statistically significant (*padj* <0.01) changes in the F1 offspring of parents fed both *Pseudomonas* sp. 15C5 and *P. vranovensis* BIGb0446. (**F**) Average fold change of genes in F1 progeny of *C. elegans* fed either *Aeromonas* sp. BIGb0469 or *P. vranovensis* BIGb0446 when compared to parents fed *E. coli* HB101. Average fold change from three replicates. Red dots represent genes that exhibit statistically significant (*padj* <0.01) changes in the F1 offspring of parents fed both *Aeromonas* sp. BIGb0469 and *P. vranovensis* BIGb0446. (**G**) Average fold change of genes in F1 progeny of *C. elegans* fed either *S. plymuthica* BUR1537 or *P. vranovensis* BIGb0446 when compared to parents fed *E. coli* HB101. Average fold change from three replicates. Red dots represent genes that exhibit statistically significant (*padj* <0.01) changes in the F1 offspring of parents fed both *S. plymuthica* BUR1537 and *P. vranovensis* BIGb0446. (**H**) Venn diagram of the number of genes that exhibit overlapping statistically significant (*padj* <0.01) changes in expression in F1 progeny of *C. elegans* parents fed each different bacterial species. **p < 0.01, ***p < 0.0001. Figure 4—source data 1.Statistics source data for Figure 4.

**Figure 4—figure supplement 1.**
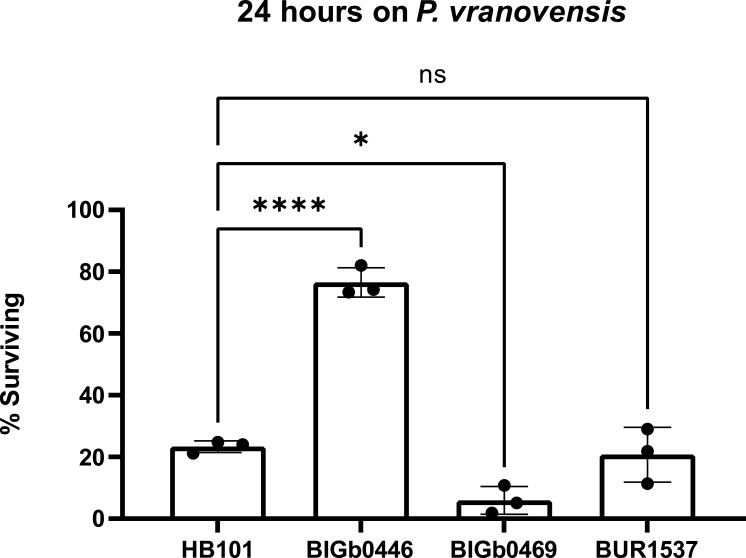
Parental exposure to *Aeromonas* sp. BIGb0469 and *S. plymuthica* BUR1537 does not protect offspring from *P. vranovensis.* Percent of wild-type *C. elegans* (N2) animals surviving after 24 hr on plates seeded with *P. vranovensis* BIGb0446. Data presented as mean values ± s.d. *n* = 3 experiments of >100 animals. * p < 0.05, **** p < 0.0001.

In addition to these intergenerational adaptive effects, we also identified two bacterial isolates that activate pathogen–response pathways, *Serretia plymutica* BUR1537 and *Aeromonas* sp. BIGb0469 (Samuel et al., 2016; Hellberg et al., 2015), that resulted in intergenerational deleterious effects (Figure 4C–D). Parental exposure of animals to these potential bacterial pathogens did not intergenerationally protect animals against *P. vranovensis* (Figure 4—figure supplement 1). We conclude that parental exposure to some species of *Pseudomonas* can protect offspring from other species of *Pseudomonas*, but that these effects are likely specific to a subset of *Pseudomonas* species and not part of a broad response to Gram-negative bacterial pathogens.

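F1 embryos of *C. elegans* parents that had spent 24 h on *P. vranovensis*, *Pseudomonas* sp. 15C5, *Serratia plymuthica* or *Aeromonas* sp. BIGb0469 were compared with those of parents on HB101, with 3 libraries per group. All were counted and tested as the other F1 embryos, in 1 fit of 21 libraries in 7 groups. The libraries of *P. vranovensis*, *S. plymuthica* and *Aeromonas* belong to the same library series as the paper's controls, and those of *Pseudomonas* sp. 15C5 to series FB380_2. The values that Supplementary file 7 prints under *Aeromonas* are those of the libraries labelled *S. plymuthica* (FBS34, FBS35 and FBS36), and the reverse, so libraries are named here by their deposited labels. The fit called 2165 genes after *P. vranovensis*, 2479 after *Pseudomonas* sp. 15C5 (809 higher, 1670 lower), 622 for the libraries labelled *Aeromonas* (84 and 538) and 442 for those labelled *S. plymuthica* (58 and 384). The last 2 counts were 15 and 5 in fits of only the 2 groups compared, 118 and 47 with the replicate block and 1653 and 1003 with all 6 HB101 libraries. Against the HB101 libraries of its own series *Pseudomonas* sp. 15C5 gave 172 calls (118 and 54). The count for *Pseudomonas* sp. 15C5 was 1608 without the control FBS31 and 3979 without FBS33. That for the *Aeromonas* label was 1608 without FBS31, 84 without FBS33 and 59 without its own library FBS41, and that for the *S. plymuthica* label 1199, 85 and 64 (without FBS36).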

To determine how different parental bacterial infections affect offspring gene expression patterns, we profiled gene expression in the offspring of *C. elegans* parents exposed to each of *P. vranovensis* BIGb0427, *Pseudomonas* sp. 15C5, *Serretia plymuthica* BUR1537, and *Aeromonas* sp. BIGb0469. 

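*acdh-1*, *hphd-1* and *fat-6* were lower and *cysl-2* and *dhs-8* higher after all 4 bacteria. *acdh-1* (WBGene00016943; chromosome I, 6497436 to 6499915 in WBcel235) encodes the acyl-CoA dehydrogenase of the propionate shunt and was lower after each, with log2 fold changes of -1.44 (*P. vranovensis*), -7.26 (*Pseudomonas* sp. 15C5), -4.01 (*Aeromonas* label) and -2.93 (*S. plymuthica* label). After *Pseudomonas* sp. 15C5 it went from 870 ± 251 to 5.56 ± 4.11 normalized counts (SD, n = 3). *hphd-1*, of the same pathway, had -1.88, -2.30, -2.33 and -2.41 in this order, and the desaturase gene *fat-6* had -1.92, -1.91, -2.35 and -2.52. Of 7 genes of the propionate shunt, 4 were lower and 1 higher after *Pseudomonas* sp. 15C5, and 2 were lower and none higher for each of the *Aeromonas* and *S. plymuthica* labels (the same when adjusted over the list alone), with camera adjusted p of 0.11, 0.34 and 0.29 with an estimated correlation. *cysl-2* was higher after each (2.94, 1.41, 1.80 and 1.93), as was *dhs-8* (3.84, 1.39, 2.17 and 2.99). In all, 27 genes were called after all 4 bacteria, 22 of them in one direction, and 21 (16) with the controls of each library series. Without the library FBS36 of the *S. plymuthica* label 16 were called, in fits of only the 2 groups compared 2, with the replicate block 12 and with no fold minimum 70. Among the 5 others, the monooxygenase gene *fmo-2* was higher after *P. vranovensis* (2.28) and lower after the other 3 (-5.52, -1.22 and -2.42).

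**Figure D3:**
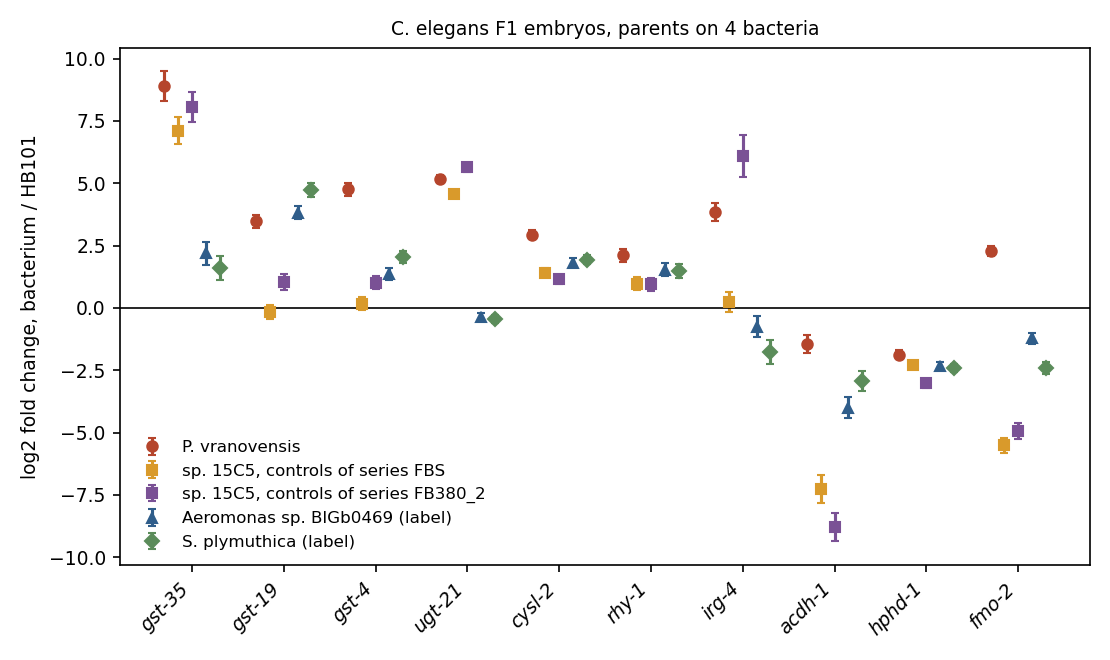
Log2 fold change of 10 genes in *C. elegans* F1 embryos after parental exposure to each of 4 bacteria, against HB101. Points are edgeR estimates with their standard errors (n = 3 libraries per group), with *Pseudomonas* sp. 15C5 shown against either group of controls. *acdh-1* and *hphd-1* lie below 0 throughout, and *ugt-21* lies above 4.5 after the 2 *Pseudomonas* bacteria and near -0.4 after the others.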

We found that only 28 genes exhibit differential expression in the offspring of parents exposed to all four potential pathogens (Figure 4E–H). However, we identified 309 genes that are specifically differentially expressed in the offspring of parents exposed to *P. vranovensis* and *Pseudomonas* sp. 15C5 but not in the offspring of parents exposed to *S. plymuthica* BUR1537 or *Aeromonas* sp. BIGb0469 (Figure 4H and Supplementary file 7). 

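*ugt-21*, *gst-21*, *irg-5* and *cyp-29A3* rose after both *P. vranovensis* and *Pseudomonas* sp. 15C5, against either group of controls. *ugt-21* rose from 83.7 ± 8.6 to 3020 ± 44 normalized counts after *P. vranovensis* and to 2010 after *Pseudomonas* sp. 15C5 (SD, n = 3), with log2 fold changes of -0.38 and -0.43 for the *Aeromonas* and *S. plymuthica* labels. After *P. vranovensis* and, against the controls of its own library series, *Pseudomonas* sp. 15C5, *gst-21* rose by 7.77 and 7.88, *irg-5* by 3.83 and 6.90, *cyp-29A3* by 4.21 and 3.54, *irg-4* by 3.84 and 6.10 and the nuclear hormone receptor gene *nhr-62* by 2.14 and 1.68. Against the paper's controls *irg-4* and *nhr-62* had 0.24 and 0.83 after *Pseudomonas* sp. 15C5 and were not called. The growth factor gene *daf-7* changed in opposite directions (-1.03 and 1.12, or 2.34 against the paper's controls). After *Pseudomonas* sp. 15C5, against its own series, 6 of 60 UDP-glucuronosyltransferases were higher and none lower, 9 of 61 cytochromes P450 were higher and 2 lower, 4 of 42 glutathione S-transferases were higher and none lower, and 6 of 25 infection response effectors were higher and 2 lower (10 and 0, 12 and 3, 5 and 0, and 9 and 2 when adjusted over the list alone), with camera adjusted p of 0.0088, 0.016, 0.28 and 0.17 with an estimated correlation. Against the paper's controls the counts in this order were 10 and 8, 12 and 12, 4 and 7, and 4 and 7 (10 and 8, 13 and 13, 4 and 7, and 6 and 8 over the list alone), with 0.92 for each list. Differences in these lists between bacteria were not tested. In all, 341 genes were called after these 2 bacteria and not the other 2 (248 in the same direction), and 68 (66) when *Pseudomonas* sp. 15C5 was compared with its own series. The 341 became 171 without the control FBS31 and 762 without FBS33. Both bacteria together shared 382 calls against the shared controls, 69 higher in both, 213 lower in both and 100 in opposite directions, where independent lists would share 55.4 higher and 104.1 lower. With separate controls they shared 96, 75 higher, 17 lower and 4 opposite, where independent lists would share 8.1 and 3.4. The covariance of log2 fold changes was 0.080 with the shared controls, 0.033 in a simulation of unchanged groups and 0.207 with separate controls. That simulation did not hold the wider spread of the controls FBS31 to FBS33.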

We conclude that parental exposure to bacterial pathogens that elicit enhanced offspring resistance to *P. vranovensis* resulted in distinct changes in offspring gene expression that are not observed when parents are exposed to other Gram-negative bacterial pathogens. Collectively, our results suggest that a majority of the intergenerational effects of a parent’s environment on offspring gene expression are both stress and pathogen-specific.

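After *Pseudomonas* sp. 15C5, genes of the heat shock and unfolded protein response fell, with 10 of 16 lower and 3 higher against the paper's controls and 9 lower and none higher against the same library series, the same when adjusted over the list alone. Camera with an estimated correlation gave this list an adjusted p of 0.11 with the paper's controls and 9.5e-05 with the same series, where the propionate shunt, with 4 of 7 lower (5 over the list alone) and none higher, gave 1.3e-05. Of 12 epidermal antimicrobial peptides 10 were lower against the paper's controls and none passed against the same series, with estimated-correlation adjusted p of 0.47 and 0.94. Vitellogenins stood above the mean of the controls FBS31 to FBS33 by medians of 2.33, 3.48 and 2.78 in the *Pseudomonas* sp. 15C5 libraries and 0.54, 0.24 and 0.40 in the HB101 libraries of the same series, while those controls spread from -0.86 to 0.90. Of 6, 3 were higher against the paper's controls and 1 against the same series, and none lower (4 and 4 higher over the list alone, estimated-correlation adjusted p of 0.87 and 0.16). Of 14 genes of the hydrogen sulfide, cyanide and hypoxia response, 4 were higher and 2 lower after *Pseudomonas* sp. 15C5 against the paper's controls, the same when adjusted over the list alone, and 3 were higher and none lower against the same series (6 higher over the list alone), with estimated-correlation adjusted p of 0.92 and 0.016. For the *Aeromonas* and *S. plymuthica* labels, 8 and 7 of these 14 genes were higher and none lower (10 and 8 when adjusted over the list alone), with camera adjusted p of 0.015 and 0.0014 with an estimated correlation. The glutathione S-transferase *gst-19* rose from 61 to 860 and 1620 normalized counts in these 2 groups (log2 fold changes 3.82 and 4.73, standard errors 0.26 and 0.27), and *rips-1*, a methyltransferase gene, by 2.48 and 2.91. Late muscle transcripts were lower, 11 of 18 and 10 of 18, with 1 higher for *Aeromonas* and none for *S. plymuthica* (11 and 13 lower when adjusted over the list alone, adjusted p of 0.49 and 0.29 with an estimated correlation). Neuron markers stood below the controls too, at -0.57, -0.27 and -0.20 in the *Aeromonas* and -0.56, -0.34 and -0.52 in the *S. plymuthica* libraries, and intestine markers at -0.40, 0.21 and -0.10 and at -0.37, 0.02 and -0.50. Without FBS33, 3 muscle transcripts were lower in each group; without FBS41, FBS42, FBS35 and FBS36 of the 2 groups 0, 7, 6 and 1 were lower, and without FBS41 5 hydrogen sulfide genes were higher for the *Aeromonas* label. The 2 labels shared 274 calls, all in the same direction (40 higher, 234 lower), where independent lists would share 0.3 and 12.5. Both were measured against the same controls, with a covariance of 0.252, and 0.033 in the simulation, which did not hold the wider spread of these controls. Leaving out the control FBS33 gave 42 shared calls, leaving out FBS31 868, and leaving out FBS41, FBS35 or FBS36 of the 2 groups 44, 133 and 56. In fits of only the 2 groups compared 5 were shared, with the replicate block 37, at an adjusted p under 0.05 418, with no fold minimum 596 and with all 6 HB101 libraries 755.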

## Discussion

Overall, our findings support the conclusion that some types of intergenerational effects are conserved while others diverge, not unlike other important aspects of biology that vary between the species investigated here such as mode of reproduction – *C. elegans, C. briggsae*, and *C. tropicalis* are hermaphroditic while *C. kamaaina* is an exclusively male–female species. Specifically, our findings provide some of the first evidence that the mechanisms underlying intergenerational effects of a parent’s environment on offspring are evolutionarily conserved among different species. While these findings are restricted to the genus *Caenorhabditis*, to our knowledge they represent the first observation that intergenerational responses to stress are conserved across any evolutionary distance, and they provide a base from which we can compare the numerous different reported observations of multigenerational effects in *C. elegans* to similar intergenerational responses to stress in more distantly related species. For example, we found that only a subset of the many transcriptional changes that are detectable in the offspring of stressed *C. elegans* parents are conserved in any other species investigated. In addition, we used our analysis to identify 37 genes that exhibited intergenerational regulation of expression in response to the specific stresses of *P. vranovensis* infection or osmotic stress in all species studied (Figure 3). We propose that these genes might be particularly tuned for intergenerational regulation and might similarly be involved in intergenerational responses to stress in more distantly related species, including species outside the *Caenorhabditis* genus.

Notably, we found that the expression of these 37 genes in the offspring of parents exposed to either *P. vranovensis* infection or osmotic stress were still differentially expressed in *C. tropicalis* even though parental exposure to these stresses did not appear to affect offspring stress resistance in either assay (Figures 1 and 2). We hypothesize that the molecular consequences of parental stress on offspring, such as changes in the expression of stress–response genes, might be more easily identifiable than the specific physiological consequences of parental stress on offspring. In this case, we might not have detected the unique phenotypic effects of parental exposure to stress on offspring in *C. tropicalis* using our assay conditions, but such effects might still exist in this species and be related to those observed in other species. Future studies of the phenotypic effects of parental stress on offspring across species will likely shed significant light on how similar molecular mechanisms can mediate different intergenerational responses to stress across evolution.

Consistent with the hypothesis that parental exposure to the same stress might elicit distinct phenotypic effects on offspring in different species via evolutionarily related mechanisms, we found that parental exposure of *C. briggsae* to *P. vranovensis* had a strong deleterious effect on offspring pathogen resistance even though parental exposure of *C. elegans* and *C. kamaaina* to *P. vranovensis* resulted in increased offspring resistance to *P. vranovensis* (Figure 1B). This inversion of an intergenerational effect from a presumed adaptive effect to a presumed deleterious effect correlated with an inversion in the expression of specific pathogen–response genes that were previously reported to be required for animals to intergenerationally adapt to *P. vranovensis*, such as *rhy-1* which exhibits increased expression in *C. elegans* and *C. kamaaina* offspring from infected parents but decreased expression in *C. briggsae* offspring from infected parents (Figure 2E). To our knowledge, these findings are the first to suggest that the molecular mechanisms underlying presumed adaptive and deleterious intergenerational effects in different species are evolutionarily related at the gene expression level. These findings suggest that similar observations of presumed intergenerational deleterious effects in diverse species, such as fetal programming in humans, might also be molecularly related to intergenerational adaptive effects in other species. Alternatively, our findings suggest that presumed intergenerational deleterious effects might in fact represent deleterious tradeoffs that are adaptive in other contexts. We expect that a more complete consideration of the evolution of intergenerational effects and the potential relationship between adaptive and deleterious effects will play an important role in understanding how intergenerational effects contribute to organismal resilience in changing environments, what role such effects play in evolution, and how such effects contribute to multiple human pathologies associated with a parent’s environment (Langley-Evans, 2006).

Lastly, the extent to which intergenerational and transgenerational responses to environmental stress represent related, independent, or even mutually exclusive phenomena represents a major outstanding question in the field of multigenerational effects. Evolutionary modeling of intergenerational and transgenerational effects has suggested that different ecological pressures favor the evolution of either intergenerational or transgenerational responses under different conditions. Specifically, it has been suggested that intergenerational effects are favored when offspring environmental conditions are predictable from the parental environment (Dey et al., 2016; Lind et al., 2020; Proulx et al., 2019; Uller, 2008). Furthermore, it has been speculated that intergenerational adaptations to stress will have costs (Uller, 2008). These costs, such as the costs we observed for animals intergenerational adaptation to osmotic stress (Figure 3), are likely to strongly favor the loss or active erasure of intergenerational effects if the parental environment improves to avoid potential deleterious effects when a stress is no longer present. By contrast, transgenerational effects were found to predominantly be favored when parental environmental cues are unreliable and the maintenance of information across many generations might be worth the potential costs (Uller et al., 2015).

Our findings in this study support either a model in which intergenerational and transgenerational effects represent potentially distinct phenomena or a model in which transgenerational effects only persist or occur under certain conditions with the vast majority of the effects of parental stress on offspring gene expression being lost or actively erased after one generation under other conditions. We strongly suspect that future studies into the mechanisms regulating these intergenerational effects will shed significant light on how intergenerational effects on gene expression are lost and/or erased. In addition, we expect that similar studies of transgenerational effects will potentially elucidate the circumstances under which animals decide if environmental information might be worth maintaining transgenerationally despite any potential tradeoffs and if the growing number of transgenerational effects observed in *C. elegans* are similarly evolutionarily conserved.

Lastly, future studies of intergenerational effects will be critical in determining the extent to which the mechanisms that mediate intergenerational effects are conserved outside of *Caenorhabditis* and if similar mechanisms to those uncovered in *C. elegans* mediate the numerous different adaptive and deleterious intergenerational effects that have been reported in diverse taxa ranging from the intergenerational development of wings in aphids (Vellichirammal et al., 2017) to fetal programming and the role it plays in disease in humans (Langley-Evans, 2006).

## Materials and methods

### Strains

*C. elegans* strains were cultured and maintained at 20°C unless noted otherwise. The Bristol strain N2 was the wild-type strain. Wild-isolate strains used in the main figures of this study: N2 (*C. elegans*), AF16 (*C. briggsae*), JU1373 (*C. tropicalis*), and QG122 (*C. kamaaina*). Wild-isolate strains used in figure supplements of this study: MY1 (*C. elegans*), PS2025 (*C. elegans*), CX11262 (*C. elegans*), JU440 (*C. elegans*), JU778 (*C. elegans*), JU1213 (*C. elegans*), LKC34 (*C. elegans*), JU1491 (*C. elegans*), EG4724 (*C. elegans*), KR314 (*C. elegans*), SX1125 (*C. briggsae*), and JU1348 (*C. briggsae*). Mutant alleles used in this study: *osm-8(n1518)* and *Cbr-gpdh-2(syb2973).*

### *P. vranovensis* survival assays

*P. vranovensis* BIGb0446 or *Pseudomonas* sp. 15C5 was cultured in LB at 37 °C overnight. 1 ml of overnight culture was seeded onto 50 mm NGM agar plates and dried in a laminar flow hood (bacterial lawns completely covered the plate such that animals could not avoid the pathogen). All plates seeded with BIGb0446 or 15C5 were used the same day they were seeded. Young adult animals were placed onto 50 mm NGM agar plates seeded with 1 ml either *E. coli* HB101, *P. vranovensis* BIGb446, or *Pseudomonas* sp. 15C5 for 24 h at room temperature (22 °C). Embryos from these animals were collected by bleaching and placed onto fresh NGM agar plates seeded with BIGb0446. Percent surviving were counted after 24 hr at room temperature (22 °C) unless otherwise noted.

### Osmotic stress and *P. vranovensis* multiple stress adaptation assays

Young adult animals that were grown on NGM agar plates seeded with *E. coli* HB101 were collected and transferred to new 50 mM NaCl control plates seeded with *E. coli* HB101, 300 mM NaCl plates seeded with *E. coli* HB101, 50 mM NaCl control plates seeded with *P. vranovensis* BIGb0446, or 300 mM NaCl plates seeded with *P. vranovensis* BIGb0446. Animals were grown for 24 hr at room temperature (22 °C). Embryos from these animals were collected by bleaching and transferred to new 500 mM NaCl plates seeded with *E. coli* HB101 or 50 mM NaCl plates seeded with *P. vranovensis* BIGb0446. Percent of animals developing or surviving was scored after 24 hr at room temperature as previously described in Burton et al., 2017 and Burton et al., 2020.

### Preparation of *N. parisii* spores

Spores were prepared as described previously (Willis et al., 2021). In brief, large populations of *C. elegans* N2 were infected with microsporidia spores. Infected worms were harvested and mechanically disrupted using 1 mm diameter Zirconia beads (BioSpec). Resulting lysate was filtered through 5 μm filters (Millipore Sigma) to remove nematode debris. Spore preparations were tested for contamination and those free of contaminating bacteria were stored at −80 °C.

### *N. parisii* infection assays and multiple stress adaptation assays

P0 populations of 2500 animals were mixed with 1 ml of 10× saturated *E. coli* OP50-1 or *P. vranovensis* and a low dose of *N. parisii* spores (see Table 3) and plated on a 10 cm plate. This low dose limited the detrimental effects on animal fertility that are observed with higher doses, while ensuring most animals were still infected. F1 populations of 1000 animals were mixed with 400 μl of 10× saturated *E. coli* OP50-1 and a high dose of *N. parisii* spores (see Table 3) and plated on a 6 cm plate.

**Table 3.** Details of *N. parisii* doses employed.

*N. parisii dose*	Plate concentration (spores/cm^2^)	Millions of spores used	
		6 cm plate	10 cm plate
Low	~32,000		2.5
High	~88,000	2.5	

To test for inherited immunity to *N. parisii* in *C. elegans*, *C. briggsae*, *C. tropicalis*, and *C. kamaaina*, synchronized animals were infected from the L1 larval stage with a low dose of *N. parisii. C. elegans and C. briggsae* were grown for 72 hr at 21°C; *C. tropicalis* and *C. kamaaina* were grown for 96 hr at 21°C. Ten percent of total P0 animals were fixed in acetone for DY96 staining, as described below. Embryos from the remaining animals were collected by bleaching and synchronized by hatching overnight in M9. Resulting F1 animals were infected from the L1 larval stage with a high dose of *N. parisii. C. elegans* and *C. briggsae* were fixed at 72 hr postinfection (hpi) at 21°C; *C. tropicalis* and *C. kamaaina* were fixed at 96 hpi at 21°C.

For multiple stress adaptation assays using *N. parisii* and osmotic stress, animals were grown on NGM agar plates seeded with 10× saturated *E. coli* OP50-1 until the L4 stage. Next, animals were collected and mixed with 1 ml of either *E. coli* OP50-1 alone or supplemented with a low dose of *N. parisii* spores and plated on either 50 mM NaCl or 250 mM NaCl plates. Animals were grown for 24 hr at 21 °C. Embryos from these animals were collected by bleaching. To test adaptation to osmotic stress, 2000 F1 embryos were transferred to 420 mM NaCl plates seeded with *E. coli* OP50-1. Percentage of animals hatched was scored after 48 hr at 21 °C, as previously described in Burton et al., 2017 and Burton et al., 2020. To test adaptation to *N. parisii*, the remaining embryos were synchronized by hatching overnight in M9. Resulting F1 animals were either not infected as controls, or infected at the L1 larval stage with a high dose of *N. parisii*. Animals were fixed after 72 hr at 21 °C for DY96 staining and analysis.

For multiple stress adaptation assays using *N. parisii* and *P. vranovensis*, animals were grown on NGM agar plates seeded with *E. coli* OP50-1 until the L4/young adult stage. Next, animals were collected and mixed with 1 ml of either *E. coli* OP50-1 alone or *E. coli* OP50-1 supplemented with a low dose of *N. parisii* spores, or 1 ml of *P. vranovensis* BIGb0446 alone or *P. vranovensis* BIGb0446 supplemented with a low dose of *N. parisii* spores. Animals were plated on NGM and grown for 24 hr at 21 °C. Embryos from these animals were collected by bleaching. To test adaptation to *P. vranovensis*, 2000 F1 embryos were transferred to new NGM plates seeded with *P. vranovensis* BIGb0446. Percentage of animals surviving was scored after 24 hr at 21 °C as previously described in Burton et al., 2017 and Burton et al., 2020. To test adaptation to *N. parisii*, the remaining embryos were synchronized by hatching overnight in M9. Resulting F1 animals were either not infected as controls, or infected from the earliest larval stage with a high dose of *N. parisii*. Animals were fixed after 72 hr at 21 °C for DY96 staining and analysis.

### Fixation and staining of *N. parisii* infection

Worms were washed off plates with M9 and fixed in 1 ml acetone for 10 min at room temperature, or overnight at 4 °C. Fixed animals were washed twice in 1 ml PBST (phosphate-buffered saline [PBS] containing 0.1 % Tween-20) before staining. Microsporidia spores were visualized with the chitin-binding dye Direct Yellow (DY96). For DY96 staining alone, animals were resuspended in 500 μl staining solution (PBST, 0.1 % sodium dodecyl sulfate, 20 μg/ml DY96), and rotated at 21 °C for 30 min in the dark. DY96-stained worms were resuspended in 20 μl EverBrite Mounting Medium (Biotium) and mounted on slides for imaging. Note: to pellet worms during fixation and staining protocols, animals were centrifuged for 30 s at 10,000 × *g*.

### Image analysis of *N. parisii* infection

Worms were imaged with an Axioimager 2 (Zeiss). DY96-stained worms were imaged to determine number of embryos per worm. Worms possessing any quantity of intracellular DY96-stained microsporidia were considered infected. Precise microsporidia burdens were determined using ImageJ/FIJI (Schindelin et al., 2012). For this, each worm was defined as an individual ‘region of interest’ and fluorescence from GFP (DY96-stained microsporidia) subject to ‘threshold’ and ‘measure area percentage’ functions on ImageJ. Images were thresholded to capture the brighter signal from microsporidia spores, while eliminating the dimmer GFP signal from worm embryos. Final values are given as % fluorescence for single animals.

### Preparation of OP50 for plating worms

One colony of *E. coli* strain OP50 was added to 100 ml of LB and grown overnight at room temperature then stored at 4 °C. One or five drops of HB101 were added to 6 or 10 cm plates of NGM, respectively, to use for growing worm strains and recovering them from starvation.

### Preparation of HB101 for liquid culture

One colony of *E. coli* strain HB101 was added to a 5 ml starter culture of LB with streptomycin and grown for 24 hr at 37 °C. The starter cultures were then added to a 1 l culture of TB and grown for another 24 hr at 37 °C. The bacteria was centrifuged for 10 min at 5000 rpm to form a pellet. After being weighed, the bacteria was then resuspended in S-complete to create a 10× (250 mg/ml) stock that was stored at 4 °C. Further dilutions with S-complete were used to create the dilutions for each condition in this experiment.

### Dietary restriction/dilution series cultures

For *C. elegans, C. briggsae*, and *C. tropicalis*, 10 L4 hermaphrodite worms were picked onto three 10 cm plates seeded with OP50, and for *C. kamaaina* 10 L4 females and ~20 males were picked onto three 10 cm plates. For all species, adults were removed after 24 hr. *C. elegans* and *C. briggsae* were grown for 96 hr before bleaching and *C. tropicalis* and *C. kamaaina* were grown for 120 hr before bleaching due to slower growth and longer generation time. After bleaching, worms were aliquoted into 100 ml cultures of S-complete at one worm/100 μl with a concentration of 25 , 12.5 , 6.25 , 3.13 , or 1.6 mg/ml of HB101 and kept in 500 ml flasks in shaking incubators at 20 °C and 180 rpm. Worms were grown in these cultures for 96 hr (*C. elegans*), 102 hr (*C. briggsae*), or 120 hr (*C. tropicalis* and *C. kamaaina*) before being bleached and prepared for starvation cultures. Due to slow development and inability to properly scale up in liquid culture, 1.6 mg/ml cultures for *C. briggsae* and 1.6 and 3.13 mg/ml cultures for *C. kamaaina* were excluded from the rest of this experiment.

### Starvation cultures

After bleach, embryos were placed into 5 ml virgin S-basal cultures in 16 mm glass test tubes on a roller drum at 20 °C at one worm/μl. Worms were aliquoted out of this culture using micropipettes for further assays.

### Measuring L1 size

Twenty-four hours after bleach (~12 hr after hatch), 1000 L1s were pipetted out of the starvation cultures, spun down in 15 ml plastic conical tubes by centrifuge for 1 min at 3000 rpm then plated onto unseeded 10 cm NGM plates. L1s were imaged with a Zeiss Discovery. V20 stereomicroscope at ×77 and measured using Wormsizer (Moore et al., 2013). Ad libitum concentration was defined as 25 mg/ml and dietary restriction concentration was determined based on what concentration of HB101 produced the largest average L1 size for each strain. For *C. elegans*, this was 3.13 mg/ml, and eightfold dilution from ad libitum and consistent with previous determinations for dietary restriction in *C. elegans* (Hibshman et al., 2016). For *C. briggsae*, peak L1 size varied between 12.5 and 6.25 mg/ml depending on replicate. We chose to use 6.25 mg/ml as the dietary restriction concentration to be consistent with replicates that were already being processed. The peak L1 size and determination of dietary restriction for *C. tropicalis* were 6.13 mg/ml*. C. kamaaina* did not show a significant change in L1 size across conditions and was ultimately excluded from the brood size assay due to difficulty interpreting effects of starvation on brood size in a male–female strain.

### L1 size statistics

A linear mixed effects model was performed on the L1 size data to see if there was a significant effect of HB101 concentration on L1 size. The lme4 package in R studio was used to perform this linear mixed effects test. The function lmer() was used on data from each species, for example: • lmer(length~ condition + (1 | replicate) + (1 | replicate:condition), data = C_elegans), ‘length’ is the length in microns of each individual worm, ‘condition’ is the fixed effect of the concentration of HB101, ‘1 | replicate’ is the addition of the random effect of replicate to the model, ‘1 | replicate:condition' is the addition of the random effect per combination of replicate and condition, and ‘data’ is the primary spreadsheet restricted by the species of interest.

### Gene orthology inference among species

To identify one-to-one orthologs across the four species, we downloaded protein and GFF3 files for *C. elegans*, *C. briggsae*, and *C. tropicalis* genomes from WormBase (Harris et al., 2020) (version WS275) and for the *C. kamaaina* genome from caenorhabditis.org (version v1). We assessed gene set completeness using BUSCO (Simão et al., 2015) (version 4.0.6; using the parameter *-m proteins*) using the ‘nematoda_odb10’ lineage dataset. For each species, we selected the longest isoform for each protein-coding gene using the agat_sp_keep_longest_isoform.pl script from AGAT (Jacques Dainat, 2021) (version 0.4.0). Filtered protein files were clustered into orthologous groups (OGs) using OrthoFinder (Emms and Kelly, 2019) (version 2.4.0; using the parameter *-og*) and one-to-one OGs were selected.

### F1 and F3 sample collection for RNA-seq

Young adult animals grown on NGM agar plates seeded with *E. coli* HB101 were collected and transferred to new plates seeded with either control plates (50 mM NaCl) seeded with *E. coli* HB101, *P. vranovensis* BIGb0446, *P. vranovensis* BIGb0427, *S. plymuthica* BUR1537, *Pseudomonas* sp. 15C5, *Aeromonas* sp. BIGb0469, or plates containing 300 mM NaCl seeded with *E. coli* HB101. Animals were grown for 24 hr at room temperature (22 °C). Embryos from these animals were collected by bleaching and immediately frozen in 1 ml Trizol.

### Analysis of RNA-seq data

RNA libraries were prepared and sequenced by BGI TECH SOLUTIONS using 100PE DNBseq Eukaryotic Transcriptome service. Quality controlled and adapter trimming of RNA reads were performed using fastp-v4.20.0 (Chen et al., 2018) (--qualified_quality_phred 20 --unqualified_percent_limit 40 --length_required 50 --low_complexity_filter --complexity_threshold 30 --detect_adapter_for_pe --correction --trim_poly_g --trim_poly_x \ --trim_front1 2 --trim_tail1 2 --trim_front2 2 --trim_tail2 2) (1). Next, reads were aligned using STAR-2.7.1a (Dobin et al., 2013) (--alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --outFilterMismatchNmax 999 --outFilterMismatchNoverReadLmax 0.04 --alignIntronMin 10 --alignIntronMax 1000000 --alignMatesGapMax 1000000 --outFilterType BySJout --outFilterMultimapNmax 10000 --winAnchorMultimapNmax 50 --outMultimapperOrder Random) (2) against the genome of *C. elegans* WS275, *C. briggsae* WS275, *C. tropicalis* WS275, and the *C. kamaaina* genome obtained from caenorhabditis.org. Read counts were obtained using subread-2.0.0 (-M -O -p --fraction -F GTF -a -t exon -g gene_id) (Liao et al., 2014) (3) using the annotation for *C. elegans* PRJNA13758.WS275, *C. briggsae* PRJNA10731.WS275, *C. tropicalis* PRJNA53597.WS275, and *C. kamaaina* Caenorhabditis_kamaaina_QG2077_v1. Counts were imported into R and differential gene expression analysis was performed with DESeq2 (FDR < 0.01) (Love et al., 2014).

For comparisons made between different species, genes were subsetted to include only those 7587 single-copy ortholog groups that were identified between the four species. In addition to the 7203 genes that were identified as single-copy ortholog groups by OrthoFinder, the 7587 contain an additional 385 ortholog groups that were identified as having more than one ortholog in one out four of the species but where all but one of the multiple orthologs had no observable expression in any of the samples collected.

For the comparison between the stress response and gene expression during embryo development, data were downloaded from Boeck et al., 2016 and imported in R with raw counts from this study. The range of embryo expression for each gene was considered as one standard deviation ± the mean of regularized log normalized counts across all embryo time points. DEGs from the stress experiments where the regularized log normalized counts for one or both of the comparison samples (for all replicates) were outside of the embryo range were considered unlikely to be caused by developmental timing.

### L4+ developmental rate assays

Young adult animals that were grown on NGM agar plates seeded with *E. coli* HB101 were collected and transferred to new plates seeded with *E. coli* HB101, *Pseudomonas* sp. 15C5, *S. plymuthica* BUR1537, or *Aeromonas* sp. BIGb0469. Animals were grown for 24 hr at room temperature (22 °C). Embryos from these animals were collected by bleaching and transferred to new plates seeded with 1 ml of *E. coli* HB101 *Pseudomonas* sp. 15C5, *S. plymuthica* BUR1537, or *Aeromonas* sp. BIGb0469. Percent of animals that reached the L4 larval stage was scored after either 48 or 72 hr at 22 °C.

### Identification of *Pseudomonas* sp. 15 C5 and *S. plymuthica* BUR1537

Samples of rotting fruit and vegetation were collected from around Cambridge (UK) in 50 ml vials. For isolation of wild bacteria, the samples were homogenized and resuspended in M9 and plated on LB Agar, Nutrient Agar, or Actinomycete Isolation Agar plates and grown at either 37 °C or 30 °C for 24 hr. Single colonies were isolated from the plates and grown in LB or Nutrient Broth at the same temperature overnight. Stocks were frozen and stored at −80 °C in 20 % glycerol. One thousand five hundred and thirty-seven total isolates were obtained and frozen. *C. elegans* embryos were placed onto NGM agar plates seeded with each of the 1537 bacterial isolates. Bacterial isolates that caused substantial delays in animal development or lethality were further analyzed for isolates where parental exposure to the isolate for 24 hr modified offspring phenotype when compared to offspring from parents fed the normal laboratory diet of *E. coli* HB101. Bacterial genus and species were identified by 16 S rRNA profiling and sequencing.

### RNAi in *C. kamaaina*

dsDNA corresponding to the *C. kamaaina* orthologs of *cysl-1*, *rhy-1*, *mek-2*, and *gpdh-2* was synthesized and cloned into the L4440 vector by GENEWIZ (Takeley, UK). Vectors were transformed in *E. coli* HT115. *C. kamaaina* embryos were collected by bleaching and placed onto NGM agar plates containing 1 mM IPTG that were seeded with *E. coli* HT115 transformed with either the L4440 empty vector or each of the new vectors and grown at room temperature (22 °C) for 48 hr. After 48 hr, animals were transferred to new 50 mM NaCl control plates seeded with *E. coli* HB101, 300 mM NaCl plates seeded with *E. coli* HB101, or 50 mM NaCl control plates seeded with *P. vranovensis* BIGb0446. Animals were grown for 24 hr at room temperature (22  °C). Embryos from these animals were collected by bleaching and transferred to new 500 mM NaCl plates seeded with *E. coli* HB101 or 50 mM NaCl plates seeded with *P. vranovensis* BIGb0446. Percent of animals developing or surviving was scored after 24 hr at room temperature as previously described in Burton et al., 2017 and Burton et al., 2020.

### Statistics and reproducibility

Sample sizes for experiments involving *C. elegans* were selected based on similar studies from the literature and all animals from each genotype and condition were grouped and analyzed randomly. All replicate numbers listed in figure legends represent biological replicates of independent animals cultured separately, collected separately, and analyzed separately. Unpaired two-tailed Student’s *t*-test was used for Figures 1B, D, F, 2E, J, 4C and D, and Figure 1—figure supplement 1F-G. Two-way ANOVA was used for Figures 1C, E, 3A–G, and Figure 1—figure supplement 1A-E. One-way ANOVA was used for Figure 4A and B, and Figure 4—figure supplement 1. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment.

## Data Availability

RNA-seq data that support the findings of this study have been deposited at NCBI GEO and are available under the accession code GSE173987. The following dataset was generated: BurtonN PriceJ BraukmannF MiskaE 2021Parental exposure to environmental stress results in evolutionarily conserved intergenerational changes in offspring gene expressionNCBI Gene Expression OmnibusGSE173987 The following previously published datasets were used: BoeckM 2016The time-resolved transcriptome of C. elegansNCBI Sequence Read Archive - Supplemental Table 1PMC5052054

## Additional files

Supplementary file 1. List of 7587 single-copy orthologous genes conserved among *C. elegans*, *C. briggsae*, *C. kamaaina*, and *C. tropicalis.*

Supplementary file 2. Expression of single-copy orthologous genes in F1 progeny of animals exposed to *P. vranovensis.*

Supplementary file 3. Expression of single-copy orthologous genes in F1 progeny of animals exposed to osmotic stress.

Supplementary file 4. Expression of single-copy orthologous genes in F3 progeny of animals exposed to *P. vranovensis* and osmotic stress.

Supplementary file 5. List of bacteria isolated from United Kingdom.

Supplementary file 6. PCR sequences of *Pseudomonas* 15C5 16 S rRNA and *rpoD.*

Supplementary file 7. Expression of single-copy orthologous genes in F1 progeny of *C. elegans* exposed to *P. vranovensis*, *Pseudomonas* sp. 15C5, *Serratia plymuthica BUR1537*, or *Aeromonas* sp. BIGb0469.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

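The series holds 105 samples, of which 81 have a column or file of counts and 24 have none and were not analysed. Another 30 columns of the tables match no sample's title and were not used. The 6 *C. elegans* adult libraries with counts, 3 on HB101 and 3 on bacterial isolate S16, were in no planned comparison and were not tested. For F1 embryos and *C. briggsae* adults the authors deposited expected counts, which are fragments per gene: reads were trimmed with fastp (0.20.0), aligned with STAR (2.7.1a) and counted over exons with featureCounts (Subread 2.0.0), and a fragment with several alignments or over several genes was split among them, so that an estimated count can be fractional. At least 1 library had a fractional count in 60.8% of *C. elegans*, 65.7% of *C. briggsae*, 39.1% of *C. kamaaina* and 43% of *C. tropicalis* genes, and all counts were rounded. The *C. elegans* libraries of series FBS and FB380_2 were aligned to differently named indexes and counted in 1 run. For F3 embryos and the embryos exposed concurrently to both stresses the authors deposited whole counts per gene from HTSeq, whose version and settings are not stated. The HTSeq counters that name no gene were removed. Reads in genes made up 93.3% to 94.3% in *C. elegans* and 57.2%, 63.1% and 69.8% in the *C. kamaaina* F3 HB101 libraries 3A, 2A and 1A, and 67.8% to 74% in its other libraries.

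Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test) in 1 fit per species and set, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.01 with more than a 2-fold change. DESeq2 1.42.0 was the second tool, limma 3.58.1 gave the camera test, and Python 3.11.15 prepared the tables. Values given as mean and SD are normalized counts of 3 libraries. Total counts per library ran from 9744909 (*C. kamaaina* F3) to 24217012 (*C. elegans* F1), from 16762443 to 17263942 in the concurrent set and from 22733886 to 23036102 in *C. briggsae* adults. Tested on simulated data, 4.5%, 86.6% and 100% of genes changed 1.5-, 2.5- and 4-fold were called in the *C. elegans* F1 NaCl design, with 1 false call among 16220 genes. In the *C. briggsae* *P. vranovensis* design 76.1% of 2.5-fold changes were called, in the *C. elegans* F3 NaCl design 95.5% and in the *C. kamaaina* F3 NaCl design 26.9%. Simulated counts were drawn gene by gene, so they held no difference shared by many genes of a library. In the real *C. elegans* F3 NaCl fit 4988 of 13525 genes passed an unadjusted p under 0.05 from edgeR, and 0 an adjusted p under 0.01. The 95.5% may therefore be too high for the real data. No pair of libraries was as alike as repeated counting of 1 sample would be (lowest mean chi-square per gene 2.49). Numbers of libraries were checked for pairing by the correlation of residuals, with a limit of 0.1. Only *C. kamaaina* F3 embryos passed (0.56 to 0.62 for NaCl, 0.18 to 0.58 for *P. vranovensis*), and their calls with the replicate block were 0 with edgeR. Without the block edgeR called 0 as well, with 362 and 106 genes at an unadjusted p under 0.05, and DESeq2 called 1 and 0.

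Genes were named by the identifiers of the tables. All 46893 named *C. elegans* genes were found on the same chromosome of the reference annotation, 35020 with the same start and end. Species were compared by an interaction term on 974 ortholog groups with 4 species and on 3049 groups with *C. elegans*, *C. kamaaina* and *C. tropicalis*. Beyond the genes that the paper names, genes named in the text were taken by a fixed rule. They came from the 8 called genes with the largest change per direction, a mean count of at least 50 and no overlap between the groups. Others came from up to 4 members of a list, or from those shared between comparisons. Of the 30 gene lists, written before the data were examined, those not described at a claim had these members higher and lower in *C. elegans* F1 embryos after *P. vranovensis*: C-type lectins 23 and 10 of 95, collagens 21 and 3 of 104, cuticle markers 8 and 0 of 18, muscle markers 4 and 0 of 18, heat shock and unfolded protein response 1 and 1 of 16, hedgehog-related genes 17 and 6 of 47, methionine cycle 2 and 5 of 14, *pals* genes 7 and 0 of 20, ribosomal proteins 2 and 0 of 75, trehalose metabolism 1 and 1 of 8, vitellogenins 0 and 0 of 6, lysozymes 3 and 3 of 9, intestine markers 3 and 3 of 14, neuron markers 3 and 0 of 17, epidermis markers 1 and 1 of 8, adult hermaphrodite markers 2 and 2 of 6, sperm and male germline markers 0 and 2 of 9, and major sperm proteins 0 and 0 of 1, at an adjusted p under 0.01 from edgeR. The alternatives were RLE size factors, DESeq2, no filter on low counts, no fold minimum, an adjusted p under 0.05, fits of only the 2 groups compared, a replicate block, each library left out, controls of the same library series, all 6 *C. elegans* F1 HB101 libraries with counts, all 3 F3 NaCl libraries, and *C. elegans* F3 *P. vranovensis* libraries as the comparison group of the concurrent embryos. Supplementary files 1, 2, 3, 4 and 7 were available only in part (1999, 1000 and 1005 of 7587 groups, 996 of 7134 and 1178 of 31065 genes), so no set test was run on them.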

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

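No test in this part was chosen after its result was seen, but the verdict on shared control libraries uses a condition added after its value was seen, that *Pseudomonas* sp. 15C5 keeps 80% of its own calls.

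Of the comparisons that the paper does not report, 3 were run, and each gave calls above the other splits of its libraries. *C. elegans* adults on bacterial isolate S16 and on HB101 were not compared here. *C. briggsae* adults on *P. vranovensis* differed from those on HB101 in 2091 genes. *C. elegans* embryos of the concurrent exposure to NaCl and *P. vranovensis* differed from the F3 HB101 embryos in 3629. Those were the only controls counted the same way, so this count may also hold differences of generation or set. The HB101 libraries of the 2 *C. elegans* library series differed from each other in 2393. For each of these, 1 of 10 splits of the 6 libraries reached the real count, the real one, and the highest of the others was 0 with edgeR. Other splits mix libraries of both groups on each side, which widens the spread, so their 0 cannot tell why the groups differ. The splits are too few for a share under 0.05.

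Ortholog groups called in opposite directions in 2 species, with a passing interaction from edgeR, were a second kind. After *P. vranovensis* these were 9 groups between *C. elegans* and *C. briggsae* and 13 between *C. elegans* and *C. tropicalis*. *cbl-1* was higher in *C. elegans* (1.36) and lower in both others (-1.59 and -1.77), and *rnr-2* was lower in *C. elegans* and higher in *C. tropicalis* (2.66), with a difference of 3.90. By the sample labels the libraries behind these groups differ in species, in isolate of *P. vranovensis* and in library series. After NaCl there were 26 between *C. elegans* and *C. briggsae*, and 1 each between *C. elegans* and *C. kamaaina* and between *C. elegans* and *C. tropicalis*, *C09B8.4* in both (1.40 against -2.01 and -2.40). With controls of the same library series each of the 3 NaCl counts was 1, where the groups called in *C. elegans* fell from 140 to 36. Fold changes across groups correlated between *C. elegans* and *C. briggsae* by -0.33 with the paper's controls and -0.39 with the same series. For *C. kamaaina* these values were -0.25 and 0.13, and for *C. tropicalis* -0.17 and -0.06.

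The *C. elegans* NaCl and *Pseudomonas* sp. 15C5 calls were made in the paper's tables against HB101 libraries of another library series. Against their own series the calls were 28.59% and 6.94% of that number, and the 2 groups of HB101 libraries gave 2393 calls between them, as a difference between library series predicts. Stage markers leave embryo age open for the NaCl calls: over all 26 maternal and 36 late markers the median log2 fold changes were 0.17 and 0.46 with the paper's controls and -0.28 and 0.38 with the same library series, where they are of opposite sign but each within 0.5 of 0. Among called members with the paper's controls, 2 maternal and 5 late markers, the medians were 0.52 and 1.06. An effect of the parents' NaCl is among the explanations for the 344 genes called the same way with each control group, and it was not tested apart from embryo age.

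The *P. vranovensis* calls in *C. elegans* are a second pattern, since maternal markers fell by a median of 1.47 on the log2 scale, a value of -1.47, while late embryo markers had a median of 0.41. The second value is too small to decide, so embryos of a later age and an effect of the parents' infection on these transcripts cannot be told apart for the marker genes. It pools muscle and cuticle transcripts, for which the prediction was set together. Taken apart, the cuticle transcripts stood above the muscle ones in each *P. vranovensis* library. *gst-35*, *ugt-21* and *cysl-2* are on none of the marker lists.

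The calls shared by *P. vranovensis* and *Pseudomonas* sp. 15C5 are another pattern. With controls of each library series, which share none, the shared calls were 25.13% of those with shared controls (96 of 382), under the 50% predicted beforehand for that explanation, but this also moved *Pseudomonas* sp. 15C5 to another control series, where its own calls went from 2479 to 172, so sharing of controls and the control series cannot be told apart as the source of the drop. Simulated unchanged groups against shared controls shared 0 calls, and the covariance of the log2 fold changes was 0.080 with shared controls and 0.207 with separate ones. The 96 calls with separate controls, 75 higher and 17 lower in both, where independent lists would share 8.1 and 3.4, cannot come from shared controls. Against its own series *Pseudomonas* sp. 15C5 had medians of -0.48 for maternal and 0.15 for late embryo markers, where *P. vranovensis* had -1.47 and 0.41. A shared effect of the 2 bacteria was not tested apart from a shared difference in embryo age.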

How the results depend on the processing

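The alternatives were set before the data were examined, apart from leaving out each library of the comparisons with the controls of the same library series, which was chosen after seeing the data. Of the values of named genes under an alternative, 1803 kept their direction and side of the thresholds, 41 no longer passed, 30 newly passed and 1 reversed. Many of these genes were picked as called with large changes, so most were likely to stay. With controls of the same library series 21 stayed, 4 no longer passed and 1 reversed. Over all genes 11.5% of the NaCl and 4.5% of the *Pseudomonas* sp. 15C5 calls were kept with those controls. For the gene lists 277 stayed within 1.5 times, 68 moved by more and 1 reversed. With RLE size factors every count of genes called stayed within 1.5 times. RLE and DESeq2 moved the median of all genes by at most 0.06 on the log2 scale, except in the embryos exposed to both stresses concurrently (-0.09 and -0.11). The results below moved by more than 1.5 times, and the cause was not tested except where the alternative itself adds or removes a threshold.

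With no fold minimum the calls numbered, in *C. elegans* F1 embryos, 5701 (NaCl), 5642 (*P. vranovensis*), 5124 (*Pseudomonas* sp. 15C5), 1646 (*Aeromonas* label) and 833 (*S. plymuthica* label), 5537 in *C. briggsae* after NaCl, 456 and 1666 in *C. kamaaina* after NaCl and *P. vranovensis*, 8839 in *C. tropicalis* after *P. vranovensis*, 3476 in *C. briggsae* adults and 2231 in *C. elegans* F3 embryos after *P. vranovensis*. Shared calls were 1960 (*P. vranovensis* and NaCl), 70 (all 4 bacteria), 1546 (the 2 *Pseudomonas* bacteria) and 935 (F1 and F3, *P. vranovensis*). Ortholog groups after *P. vranovensis* were 211 (*C. elegans* and another species), 12 (all 4), 33 (*C. kamaaina* and not *C. briggsae*) and 90 (*C. briggsae*, 33 in the same direction), and after NaCl 145, 6 (*C. kamaaina* and not *C. briggsae*) and 134 (*C. briggsae*, 18 in the same direction). At an adjusted p under 0.05 in F3 with no fold minimum there, 1108 (NaCl) and 472 (*P. vranovensis*) F1 calls were shared. For calls shared by F1 and F3, the number that independent lists would share was not computed. The 935, 1108 and 472 therefore do not tell how many F1 changes lasted to F3.

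In fits of only the 2 groups compared, *C. elegans* F1 calls were 1826 (NaCl), 1128 (*Pseudomonas* sp. 15C5), 15 (*Aeromonas* label) and 5 (*S. plymuthica* label), *C. briggsae* NaCl 1825, *C. tropicalis* NaCl 68 and *C. elegans* F3 NaCl 33. Shared calls were 181 (*P. vranovensis* and NaCl), 2 (4 bacteria), 123 (2 *Pseudomonas* bacteria), 8 (F1 and F3, NaCl) and 1 (F1 and F3, *P. vranovensis*), and NaCl ortholog groups 11 (another species) and 8 (*C. briggsae*).

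With a replicate block, *C. elegans* F1 calls were 894 (NaCl), 118 (*Aeromonas* label) and 47 (*S. plymuthica* label), and F3 calls 49 (NaCl) and 11 (*P. vranovensis*). Shared calls with the replicate block were 114 (*P. vranovensis* and NaCl), 12 (4 bacteria), 142 (2 *Pseudomonas* bacteria), 8 and 2 (F1 and F3, NaCl and *P. vranovensis*), 1 *P. vranovensis* ortholog group (*C. kamaaina* and not *C. briggsae*), and 8 (another species) and 6 (*C. briggsae*) NaCl groups. The balance of collagens after NaCl reversed, with 0 higher and 1 lower, a net of -1.

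With controls of the same library series, NaCl gave 854 calls and *Pseudomonas* sp. 15C5 172, shared calls were 231 (*P. vranovensis* and NaCl) and 68 (2 *Pseudomonas* bacteria), and NaCl ortholog groups 9 (another species), 1 (all 4) and 3 (*C. briggsae*, 2 in the same direction). The species by NaCl interaction passed in 64 groups for *C. kamaaina* and 113 for *C. tropicalis*. The NaCl interaction of *C08E8.4* changed sign, from 0.49 to -2.26 (*C. briggsae*), 0.79 to -1.98 (*C. kamaaina*) and 1.51 to -1.29 (*C. tropicalis*), with edgeR adjusted p of 0.0021, 0.021 and 0.091 after the change, and *fkb-8* went to -0.01. The alternative with 9 HB101 libraries was run with 6, since 3 have no counts. With all 6 HB101 libraries as controls the calls were 1154 (NaCl), 3382 (*P. vranovensis*), 146 (*Pseudomonas* sp. 15C5), 1653 (*Aeromonas* label) and 1003 (*S. plymuthica* label), and shared calls 203 (*P. vranovensis* and NaCl), 51 (2 *Pseudomonas* bacteria) and 2 (F1 and F3, *P. vranovensis*).

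At an adjusted p under 0.05 the calls were 670 (*S. plymuthica* label), 563 (*C. tropicalis* NaCl), 81 and 89 (*C. elegans* F3 NaCl and *P. vranovensis*), 26 and 17 shared by F1 and F3, and 1 NaCl ortholog group in the same direction in *C. elegans* and *C. briggsae*. DESeq2 called 441 (*C. tropicalis* NaCl), 20 and 21 (*C. elegans* F3 NaCl and *P. vranovensis*), 1 (*C. kamaaina* F3 NaCl), 7 (F1 and F3 *C. elegans* NaCl) and 1 (F1 and F3 *C. kamaaina* NaCl), and 87 groups passed its interaction for *C. kamaaina* after *P. vranovensis*. With no filter on low counts, *C. elegans* F3 calls were 71 (NaCl) and 83 (*P. vranovensis*), and 20 and 15 shared with F1. With all 3 F3 NaCl libraries in the *C. elegans* fit, *P. vranovensis* gave 0 F3 calls and 0 shared with F1, with edgeR.

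Leaving out 1 library gave these lowest and highest counts. *C. elegans* F1: NaCl 2012 (FBS31) to 4536 (FBS33), against its own series 500 (S01) to 702, *P. vranovensis* 1717 to 2535, *Pseudomonas* sp. 15C5 1608 (FBS31) to 3979 (FBS33), against its own series 123 to 137, *Aeromonas* label 59 (FBS41) to 1608 (FBS31), also 84 (FBS33), *S. plymuthica* label 64 (FBS36) to 1199 (FBS31), also 85 (FBS33). *C. briggsae* NaCl 158 (S08) to 4303, also 1701 (S07), 1932 (S09) and 1571 (S10), *P. vranovensis* 3152 to 3348, adults 1404 to 2361. *C. kamaaina* NaCl 148 (S17) to 234, also 167 (S21), *P. vranovensis* 354 to 489. *C. tropicalis* NaCl 109 (S28) to 349, also 138 (S27) and 147 (S30), *P. vranovensis* 5034 to 6275. F3: *C. elegans* NaCl 0 to 9 (2A), *P. vranovensis* 0 (7A) to 94 (2A), also 18 (3A), *C. kamaaina* 0 to 0 for both. Concurrent 2601 to 3328. Shared calls: *P. vranovensis* and NaCl 289 (FBS31) to 927 (FBS33), 4 bacteria 16 (FBS36) to 40, 2 *Pseudomonas* bacteria 171 (FBS31) to 762 (FBS33), F1 and F3 *C. elegans* NaCl 0 to 2, *P. vranovensis* 0 (7A) to 19 (2A), *C. kamaaina* 0 to 0 for both. Ortholog groups after *P. vranovensis*: another species 38 to 53, all 4 species 3 (*C. kamaaina* S17) to 7, *C. kamaaina* and not *C. briggsae* 1 to 3, *C. briggsae* 16 to 25, same direction 8 to 15. After NaCl: another species 5 (*C. briggsae* S08) to 42, also 17 (FBS31), 19 (S07) and 16 (S10), all 4 species 0 to 0, *C. kamaaina* and not *C. briggsae* 1 to 3, *C. briggsae* 0 (S08) to 37, same direction 0 to 0. Simulated 2.5-fold changes were called in 95.5% of genes in the *C. elegans* F3 NaCl design (totals from 16494945 to 17861160), 86.6% in the *C. elegans* F1 NaCl design (from 23357356 to 23854963) and 26.9% in the *C. kamaaina* F3 NaCl design (from 9744909 to 13353179), so recovery did not follow depth alone, and what depth by itself limits was not tested. The simulated counts held no difference shared by many genes of a library, so these shares may be too high for the real data.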

Differences from the paper's values

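No test in this part was chosen after its result was seen, but the counts over the paper's Tables 1 and 2 were added after the values were seen.

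Genes called after 1 bacterium only were 272 for the libraries labelled *Aeromonas* sp. BIGb0469 and 125 for those labelled *S. plymuthica*, where the paper shows about 120 and about 290 in Fig. 4H, read by eye. The legend of that panel names an adjusted p under 0.01 and no minimum fold, while the counts here also need more than 2-fold, so the thresholds may differ. Of the alternatives set before the data were examined, leaving out the *Aeromonas* library FBS42 brought the first within 1.5 times (175), and leaving out the control FBS31 or the *Aeromonas* library FBS41 the second (229 and 311). None of the others did: RLE size factors gave 333 and 94, DESeq2 289 and 110, no filter on low counts 340 and 133, no fold minimum 582 and 131, an adjusted p under 0.05 339 and 176, controls of the same library series 318 and 138, all 6 HB101 libraries 661 and 183, only the 2 groups compared 1 and 0, and the replicate block 54 and 2. The paper's table prints the values of the libraries labelled *S. plymuthica* under *Aeromonas* and the reverse, and with the 2 labels exchanged the values here are 125 and 272.

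The log2 fold change of *cysl-1* in *C. elegans* after NaCl was 0.03, and the paper's is -0.02. RLE size factors (0.05), DESeq2 (0.05), no filter on low counts (0.04) and controls of the same library series (0.28) do not bring the sign to the paper's. That of *cyk-7* in *C. kamaaina* after NaCl was 0.01, and the paper's is -0.01. RLE size factors (-0.02), DESeq2 (-0.02) and no filter on low counts (-0.01) give the paper's sign. Both are near 0 and neither gene was called.

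The paper states that none of the *C. elegans* genes changed in F1 embryos was changed in F3 embryos, and cites Supplementary file 4, which is of single-copy orthologs. Here 4 of all 13525 genes tested in F3 were called in both after *P. vranovensis* with edgeR (3 with DESeq2), and 0 with all 3 F3 NaCl libraries in the fit. None of the 4 is among the joined orthologs, so the sets of genes are not alike and the 2 statements were not tested against each other. It states that the *C. kamaaina* ortholog of *C09B8.4* changed in F1 and F3 embryos after NaCl. Here its F3 log2 fold change was -2.92 (adjusted p = 0.83 from edgeR), and DESeq2 called it (-2.91, adjusted p = 0.0097). The paper also gives the *C. kamaaina* ortholog of *hphd-1*, which could not be named here. Of all genes, named or not, edgeR called 0 of 12772 in these embryos and DESeq2 only the ortholog of *C09B8.4*. No second gene was therefore called, though the paper's test was over single-copy orthologs and the sets of genes are not alike. Of the 35 genes that it lists as changed in all 4 species after *P. vranovensis* (Table 1), 34 were tested in *C. elegans* and 31 called, 5 of 5 tested in *C. briggsae*, 9 of 10 in *C. kamaaina* and 11 of 11 in *C. tropicalis*. The exceptions were *nas-10* in *C. kamaaina* (1.56, adjusted p = 0.01 from edgeR), and in *C. elegans* *W01F3.2* (1.27, adjusted p = 0.013 from edgeR), *hpo-26* (1.34, 0.014) and *R05H10.1* (1.35, 0.039). These last 3 were called with no filter on low counts, with an adjusted p under 0.05 and with all 6 HB101 libraries, *W01F3.2* and *hpo-26* in the fit of only the 2 groups compared and *W01F3.2* with the replicate block. *nas-10* was called at an adjusted p under 0.05. Of the 17 that it lists in *C. elegans* and *C. kamaaina* (Table 2), 16 were tested and called in *C. elegans*, and 7 were tested and 4 called in *C. kamaaina*. There *xpo-2* and *cdc-25.1* had -0.99 and -0.98 and were called with no fold minimum and without replicate S16 or S17, and *oops-1* (-1.23, adjusted p = 0.027 from edgeR) was called at an adjusted p under 0.05. It lists *hphd-1* and *F08F3.4* as changed in *C. elegans* after NaCl, as found here with its controls, and with controls of the same library series they had 0.65 and -0.25 and were not called. *C05B5.8*, called here in all 4 species after *P. vranovensis*, is not on its list.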

Other observations

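No test in this part was chosen after its result was seen.

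The paper does not discuss the propionate shunt, which was lower in *C. elegans* F1 embryos after all 4 bacteria in 2 of its genes, *acdh-1* and *hphd-1*. In embryos of the concurrent exposure to NaCl and *P. vranovensis*, *acdh-1* was higher than in the F3 HB101 embryos (26.8 to 4270 normalized counts), and 4 of 7 genes of the list were higher. Those controls are of another set, counted with HTSeq, so this rise cannot be set against the F1 falls. *hsp-70* fell after NaCl and after *Pseudomonas* sp. 15C5 against either group of controls, with log2 fold changes of -2.91 and -3.70 with the paper's controls and -2.17 and -2.95 with the same library series. *hsp-70* fell in the concurrent embryos too (-2.99). *mlt-10* was lower after NaCl in *C. briggsae* (-2.06), *C. kamaaina* (-2.90) and *C. tropicalis* (-1.78), and after *P. vranovensis* in *C. briggsae* (-4.15) and *C. tropicalis* (-3.75).

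Against the F3 HB101 embryos as controls, 1896 of 14314 genes were called higher and 1733 lower in the concurrent embryos. Of 75 ribosomal protein genes 61 were higher and none lower (limma's camera adjusted p = 2.4e-19, and 0.37 with an estimated correlation). *gst-35* went from 23.4 to 5420 counts, *gpdh-1* from 56.3 to 1610, *ttr-15* from 113 to 2340 and *ins-34* from 1460 to 52.6. In the 3 concurrent libraries the median log2 difference from the controls was -1.14, -1.25 and -1.55 for maternal markers, 0.34, 1.11 and 1.68 for muscle, 0.96, 1.18 and 1.40 for intestine, 0.80, 0.99 and 1.11 for neuron and 0.92 to 1.96 for adult markers. The generation of these libraries is not given. Against the *C. elegans* F3 *P. vranovensis* libraries 2707 genes were called. In *C. briggsae* adults 1473 genes were called higher and 618 lower, among them *gst-33* (3.93) and *sqt-1* (-6.95).

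The *C. elegans* F3 NaCl library 4A correlated with the other 2 NaCl libraries by at most 0.925, where the other pairs of *C. elegans* F3 libraries within a group gave 0.987 to 0.994. Its muscle markers stood at 1.75, neuron at 1.9, intestine at 1.56, adult at 0.94, late embryo cuticle at 0.19 and maternal at -0.57, so a different age of these embryos and a fault of the library cannot be told apart.

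For counts of genes called, other splits of the 6 libraries of each comparison were refitted with edgeR. Each of these mixed libraries of both groups on each side, so a count of 0 there cannot tell why the real groups differ. The splits are too few for a share under 0.05. The real count and the highest of the other splits were 2987 and 0 (*C. elegans* F1 NaCl), 2165 and 0 (*P. vranovensis*), 2479 and 0 (*Pseudomonas* sp. 15C5), 622 and 0 (*Aeromonas* label), 2910 and 0 and 3531 and 0 (*C. briggsae* NaCl and *P. vranovensis*), 253 and 0 and 453 and 0 (*C. kamaaina*), 278 and 0 and 5650 and 0 (*C. tropicalis*), and 34 and 0 (*C. elegans* F3 *P. vranovensis*). For the *S. plymuthica* label 2 of 10 splits reached the real count of 442, and the highest other was 699, with FBS31, FBS35 and FBS36 against FBS32, FBS33 and FBS34. For the *C. kamaaina* F3 comparisons with a count of 0, all 10 of 10 splits gave 0, with 362 (NaCl) and 106 (*P. vranovensis*) genes at an unadjusted p under 0.05 and 1 and 0 with DESeq2.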
